# Simplification of culture conditions and feeder-free expansion of bovine embryonic stem cells

**DOI:** 10.1038/s41598-021-90422-0

**Published:** 2021-05-26

**Authors:** Delia Alba Soto, Micaela Navarro, Canbin Zheng, Michelle Margaret Halstead, Chuan Zhou, Carly Guiltinan, Jun Wu, Pablo Juan Ross

**Keywords:** Embryonic stem cells, Pluripotent stem cells

## Abstract

Bovine embryonic stem cells (bESCs) extend the lifespan of the transient pluripotent bovine inner cell mass in vitro. After years of research, derivation of stable bESCs was only recently reported. Although successful, bESC culture relies on complex culture conditions that require a custom-made base medium and mouse embryonic fibroblasts (MEF) feeders, limiting the widespread use of bESCs. We report here simplified bESC culture conditions based on replacing custom base medium with a commercially available alternative and eliminating the need for MEF feeders by using a chemically-defined substrate. bESC lines were cultured and derived using a base medium consisting of N2B27 supplements and 1% BSA (NBFR-bESCs). Newly derived bESC lines were easy to establish, simple to propagate and stable after long-term culture. These cells expressed pluripotency markers and actively proliferated for more than 35 passages while maintaining normal karyotype and the ability to differentiate into derivatives of all three germ lineages in embryoid bodies and teratomas. In addition, NBFR-bESCs grew for multiple passages in a feeder-free culture system based on vitronectin and Activin A medium supplementation while maintaining pluripotency. Simplified conditions will facilitate the use of bESCs for gene editing applications and pluripotency and lineage commitment studies.

## Introduction

Embryonic stem cells (ESCs) are derived from the inner cell mass (ICM) of preimplantation embryos and capture indefinitely the developmental potency of the transient pluripotent epiblast. ESCs were first established in mice^1, 2^, subsequently in rhesus macaque^3^, humans^4^, rats^5, 6^, and recently in cattle^7–9^ and pigs^10, 11^. Mouse ESCs have revolutionized developmental biology by enabling complex genetic modifications to be passed on to the progeny^12, 13^. Stable livestock ESCs represent a promising tool for genomic selection, producing gametes in vitro, developing complex genetic modifications valuable for agriculture and biomedicine, and for understanding cell fate decisions during early development^14, 15^. After years of research and many attempts to establish pluripotent stem cells (PSCs) from ungulate species^15^, stable bovine PSCs were only recently reported^7–9^. Primed pluripotent bESC lines were efficiently established from in vitro produced bovine blastocysts in a condition that resembles the culture of human region-selective PSCs^16^. The combined inhibition of Wnt/tankyrases by IWR-1, stimulation of FGF2 signaling, use of mitotically-inactivated MEF, and use of custom-made base medium similar to mTeSR1 but devoid of TGFβ1^17^, allowed derivation of stable bESC lines^7^. Even though the reported culture system consistently supported bESC growth in an undifferentiated state for multiple passages, custom-made mTeSR1 base medium is cumbersome to prepare and not readily available from a commercial source.

Cell culture medium formulation and preparation is labor-intensive, time consuming and prone to batch-to-batch inconsistencies, making it impractical for research-scale cell production^17, 18^. Custom-made mTeSR1 base medium consists of a mixture of more than 50 components, thus a consistent and readily available base medium alternative is necessary to simplify and standardize bESC culture.

Mitotically inactivated feeder cells were first used in 1955 to support the clonal expansion of HeLa cells^19^ and the subsequent establishment of PSCs lines has expanded their use. Today, MEF feeder cells are widely used to culture PSCs from different species. MEF feeder cells are proliferation-arrested and metabolically-active, and secrete into the culture medium a still-not-completely-elucidated mixture of cytokines and growth factors^20, 21^. MEF feeder cells also play a role in detoxifying the culture medium and acting as a substrate to favor cell attachment^22^. However, the undefined nature of MEFs limits reproducibility and scale-up, and complicates mechanistic studies. In attempts to replace MEF feeders, synthetic coatings, synthetic biomolecules, and recombinant proteins have been used to culture PSCs. Human vitronectin, a defined supporting substrate alternative, has allowed derivation and expansion of human PSCs under chemically defined feeder-free culture conditions^18, 23^. Recombinant fibronectin has also shown to support proliferation of mouse and human PSCs, and the recently derived bovine expanded potential stem cells (EPSCs)^7–9^. However, it remains unknown if bESCs can be adapted to other feeder-independent culture conditions that support their pluripotency.

A PSC culture system that relies on a complex medium formulation and MEF feeder cells is not ideal for a broad and routine use of bESCs. Therefore, we sought to simplify bESCs derivation and culture to replace custom-made base medium by a commercially available alternative and eliminate the need for MEF feeders. Here we report the successful establishment of bESC lines in a commercially available culture medium base and their stable expansion under a feeder-free condition.

## Results

### NBFR culture condition enables derivation of stable bESC lines

Based on similarities in their composition, we tested N2B27^16, 24^ and Essential 6^18^ commercially available defined culture media for substitution of complex mTeSR1 base medium. We initially adapted CTFR-bESCs^7^ (Custom-made mTeSR1 devoid of TGFβ1 and supplemented with FGF2 and IWR-1) to Essential 6 and N2B27 base media, supplemented with FGF2 and IWR-1 for 4–6 passages. While cells grown in Essential 6 base medium progressively degenerated, those cultured in N2B27 base medium survived adaptation, maintaining proliferative growth rate and expression of pluripotency factor SOX2; however, heterogenous expression of OCT4 was observed (Fig. S1). Next, we evaluated the effect of supplementing Essential 6 and N2B27 conditions with different concentrations of KSR or BSA on self-renewal and pluripotency. CTFR-bESCs cultured in Essential 6 medium containing 5% or 10% KSR lost typical colony morphology and progressively stopped proliferating. Supplementation of Essential 6 medium with 0.1% or 0.5% BSA improved bESC colony morphology and proliferation rate, but cells still presented heterogeneous expression of pluripotency marker OCT4 (Fig. S2). CTFR-bESCs adapted to N2B27 medium supplemented with 5% or 10% KSR maintained proliferation rate but grew in non-compact colonies with undefined borders, making the identification of ESCs among MEF feeders difficult. Instead, when N2B27 medium was supplemented with 0.1% or 0.5% BSA, cells grew in well-defined compact colonies, maintaining proliferation rate and homogenous expression of pluripotency factors OCT4 and SOX2 (Fig. S2). The higher BSA concentration (0.5%) resulted in more homogenous expression of pluripotency markers and larger colonies. Together, these results indicate that N2B27 base medium supplemented with BSA supports self-renewal of bESCs. Considering that higher BSA concentration improved pluripotency marker expression, colony size, and to better resemble the high BSA content (~ 1.3%) in mTeSR1 medium^17^, we increased BSA concentration to 1% for further experiments. Overall, we optimized a new culture condition for expansion of bovine bESC based on commercially available N2B27 medium supplemented with 1% BSA, 20 ng/mL FGF2 and 2.5 µM IWR-1, which we termed NBFR.

Using NBFR culture conditions, we derived new bESC lines (NBFR-bESCs) from whole blastocysts or isolated ICMs plated on MEF feeders (Figs. 1a and S3a). Out of 28 whole single blastocysts, 7 pools of 3–4 whole blastocysts, and 7 isolated ICMs, 10 bESC lines were established (8, 1, and 1, respectively), representing 4 female and 6 male lines; indicating that bESCs can be established from both whole blastocysts and isolated ICMs, as previously reported for CTFR conditions^7^. NBFR-bESCs grew for multiple passages (> 35) in well-defined colonies, were easily subcultured by single-cell dissociation, presented positive alkaline phosphatase activity, and maintained a stable karyotype (2n = 60). Immunofluorescence analysis indicated that NBFR-bESCs consistently expressed OCT4 and SOX2 pluripotency markers upon long-term culture (Fig. 1b), and lacked expression of CDX2 and GATA6, trophectoderm (TE) and primitive endoderm (PE) markers, respectively (Fig. S3b). NBFR-bESCs were positive for SSEA4 staining (Fig. 1b), but negative for SSEA1, TRA-1-60 and TRA-1-81 (Fig. S3c). Quantitative RT-PCR confirmed expression of pluripotency factors *OCT4*, *SOX2,* and *NANOG* in NBFR-bESC lines (NBFR-bESCs #A and #D), and the absence of *CDX2* (TE), *FOXA2* (endoderm), *MEOX1* (mesoderm), and *PAX6* (ectoderm) lineage specific markers, which were instead specifically expressed in representative tissues and whole blastocysts (Fig. 3a). Overall, gene marker expression indicates that NBFR cells present typical pluripotency features.

**Figure 1:**
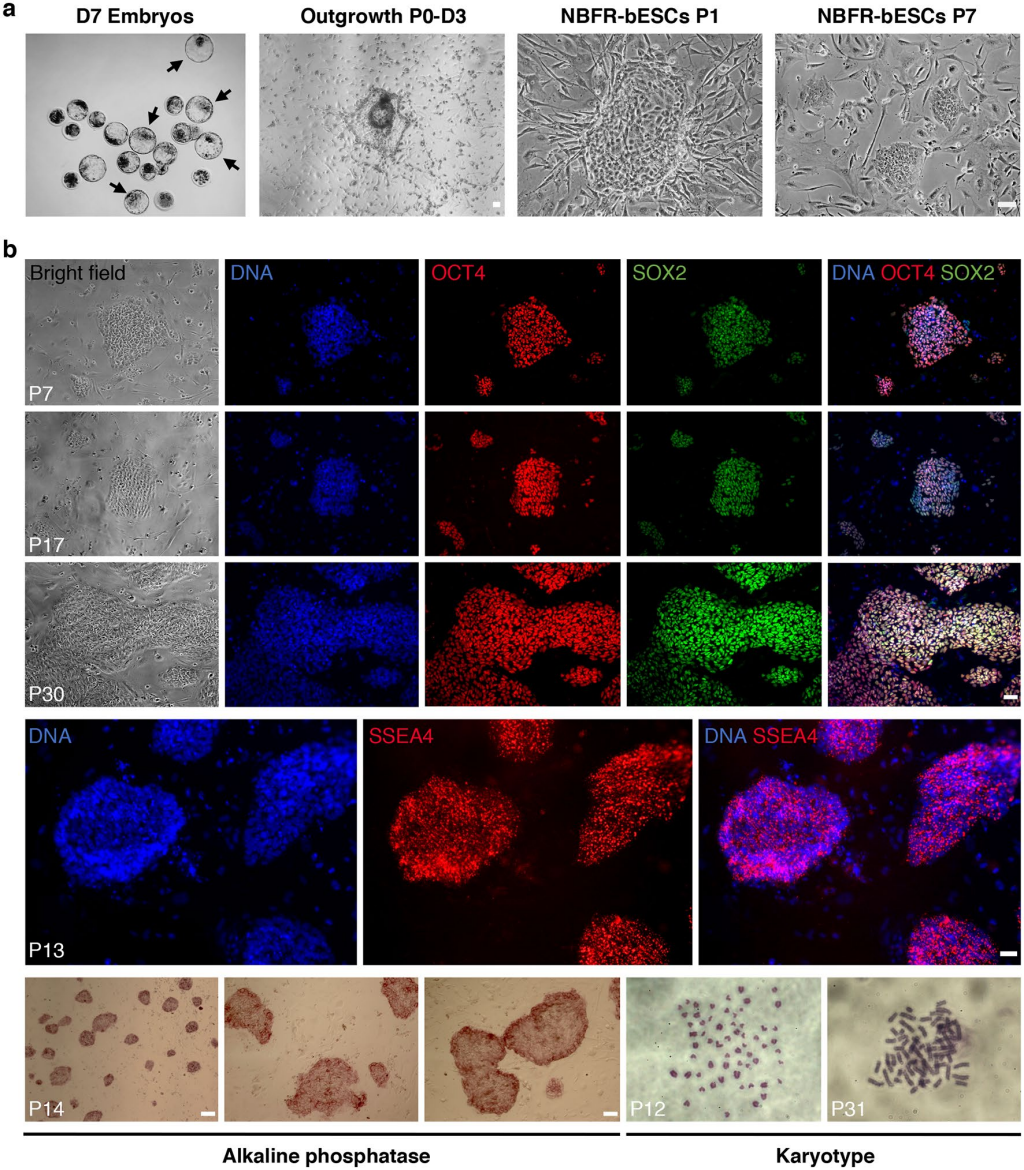
Derivation and characterization of bESCs in NBFR conditions. (**a**) Bright field images at different stages of bESC derivation from whole blastocysts. Images represent day-7 embryos selected for ESC derivation (arrows), outgrowth after 3 days in culture, and typical colony morphology at passages 1 and 7. (**b**) Immunofluorescence staining of OCT4 and SOX2 pluripotency factors, and SSEA4 surface marker. Detection of alkaline phosphatase activity, and chromosome number (2n = 60) of bESCs at different passages. D: day; P: passage. Scale bars 100 μm.

To define the histone methylation profile of NBFR-bESCs we performed Cleavage Under Targets and Release Using Nuclease (CUT&RUN)^25^ using antibodies against H3K4me3 and H3K27me3; which we compared to published ChIP-seq results from CTFR-bESCs^7^. 

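In CUT&RUN, an antibody bound to a histone mark guides a nuclease to the chromatin that carries it, and the DNA cut free is sequenced. H3K4me3 marks mostly active promoters and H3K27me3 is laid down by Polycomb at silent genes. The deposited data used here are 4 peak lists from NBFR-bESCs, with 2 libraries for each mark and 50000 cells per library. The sample labels describe a single derivation from a female blastocyst, while the legend of Fig. 2 gives a pair of independent lines, and which replicate belongs to which line is not stated there. The authors aligned the reads to ARS-UCD1.2, removed duplicates and called peaks with epic2 in each library separately, with no control library stated. Each list gives the position of a peak and the authors' own score, a whole number whose meaning is not named, so scores are compared only within a list. The number of reads behind the lists is not known from them. The H3K4me3 lists held 26048 peaks in replicate 1 and 23986 in replicate 2, which covered 68.6 Mb and 68.8 Mb. The H3K27me3 lists held 24430 and 21244 peaks, which covered 266 Mb and 302 Mb. Chromosomes 1 to 29 and X held 24740 and 22798 of the H3K4me3 peaks and 23268 and 20150 of the H3K27me3 peaks, and the others lay on unplaced sequences. From these lists, peaks were compared by overlap. A peak was taken as shared when it overlapped a peak of the other replicate by at least 1 bp, as in the Methods, and the shared peaks of both replicates were merged into regions. No gene annotation of ARS-UCD1.2 was used here, so peaks were not assigned to promoters. For 14 of the genes drawn in Fig. 2, the position of the gene was read by eye from the axis of its panel, and a mark was called when a shared region lay within 2 kb of the drawn gene on either side. This takes in the gene body, unlike the promoter definition of the Methods. By this rule 4 of the 14 genes carried H3K4me3 only, 1 carried H3K27me3 only, 8 carried both marks and 1 carried neither. The H3K27me3 peaks covered 57.2% and 72.4% of chromosome X in replicates 1 and 2, against a median of 6.93% and 7.36% over the 29 autosomes. The H3K4me3 peaks covered 1.53% and 1.54% of chromosome X.

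**Figure D1:**
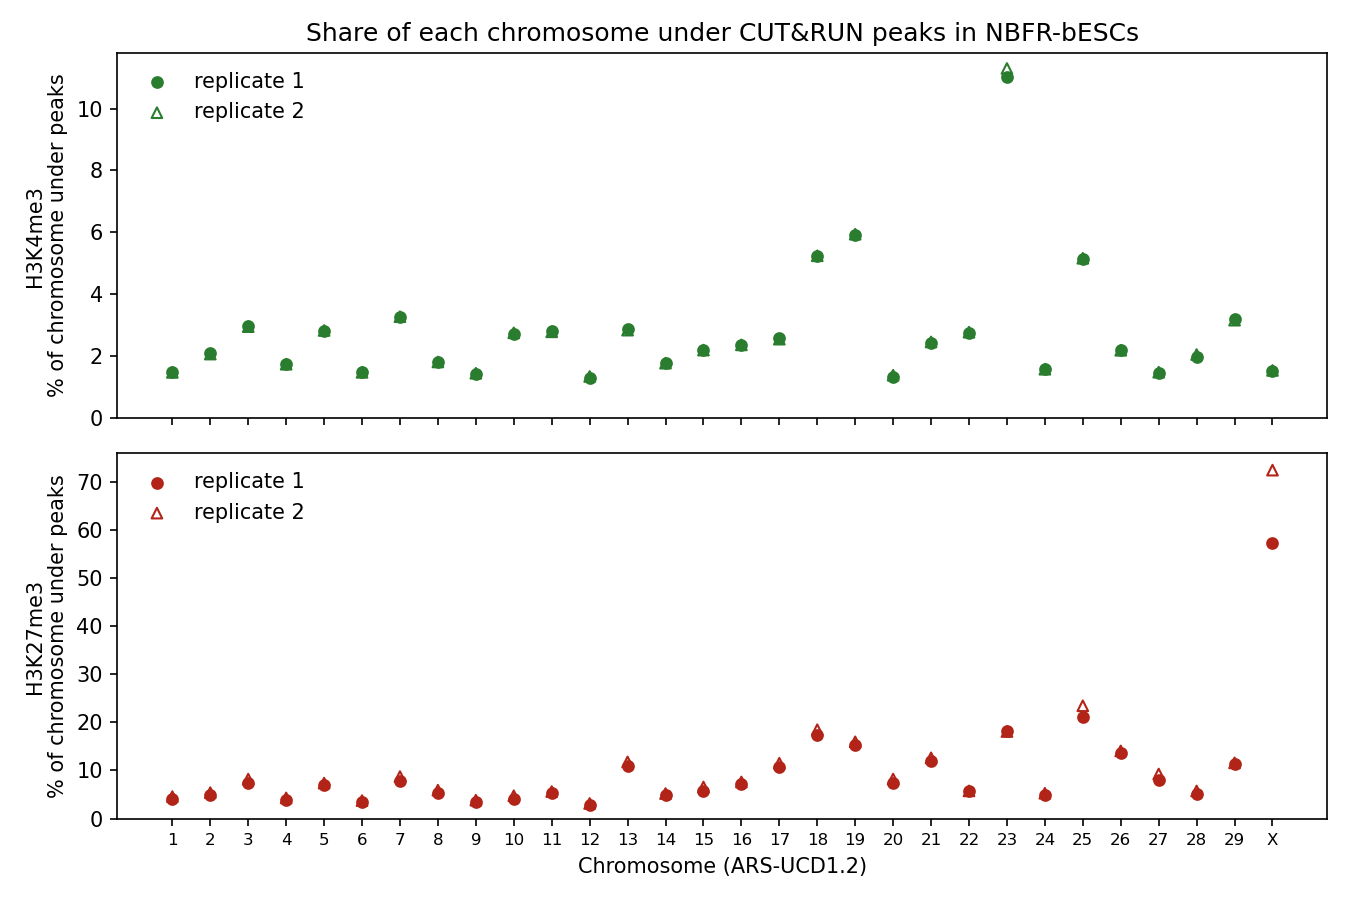
Share of each chromosome (percent, vertical axis) under the H3K4me3 peaks (top) and the H3K27me3 peaks (bottom) of each library, with filled circles for replicate 1 and open triangles for replicate 2. Chromosome length was taken up to the last peak of any list. Chromosome X stands above the autosomes for H3K27me3, at 57.2% and 72.4%, and chromosome 23 above the others for H3K4me3, at 11.0% and 11.3%.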

Globally, NBFR-bESCs had similar epigenetic characteristics to CTFR-bESCs (Fig. 2). 

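Counted as regions and not as genes, the shared H3K4me3 peaks formed 20580 regions and the shared H3K27me3 peaks 15091 regions. Of the H3K4me3 regions, 14487 overlapped no H3K27me3 region and 6093 overlapped one, a share of 29.6% (95% Wilson interval 29.0% to 30.2%, counting error only). Of the H3K27me3 regions, 10688 overlapped no H3K4me3 region and 4403 overlapped one. On chromosomes 1 to 29 and X the share of H3K4me3 regions with H3K27me3 was 27.1%. When the H3K27me3 regions were shifted along each chromosome 100 times at random, that share was 13.3% on average and never above 15.4%. The marks thus overlapped more than random placement along the same chromosomes gave. The shifts also break any shared preference of the marks for the same parts of a chromosome. They therefore cannot tell overlap at the same sites from such a preference. The share was 29.3% from replicate 1 alone and 29.5% from replicate 2 alone. It fell furthest, to 16.9%, when only peaks at or above the median score of their list were kept. Chromosome X differed from the autosomes, with 84.0% of its 686 H3K4me3 regions over H3K27me3 against 25.0% of the 18897 regions on autosomes.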

Among protein-coding genes, 9,596 genes contained only H3K4me3, 2,437 genes contained only H3K27me3, and 4,159 genes were bivalent, containing both H3K4me3 and H3K27me3 (Fig. 2a, Table S2). Similar to CTFR-bESCs, gene ontology (GO) revealed that NBFR-bESC had H3K4me3 enrichment in genes related to cellular homeostasis. 

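At WNT2 on chromosome 4 of ARS-UCD1.2, an H3K4me3 peak lay at 51104201 to 51107600 in replicate 1 and at 51104001 to 51107400 in replicate 2. An H3K27me3 peak surrounded it, from 51097401 to 51109600 in replicate 1 and from 51095001 to 51112800 in replicate 2. At MSX2 on chromosome 20 an H3K4me3 peak, at 6442601 to 6449000 in replicate 1 and 6443001 to 6449000 in replicate 2, likewise lay inside an H3K27me3 peak, of 20.8 kb in replicate 1 and 25.8 kb in replicate 2. Both genes therefore carried both marks in both libraries. At CSNB1 on chromosome X, replicate 1 had 6 H3K27me3 peaks within 2 kb of the drawn gene and replicate 2 had 2 wider ones, of 162 kb and 80.0 kb. H3K4me3 peaks were also present over the drawn gene, 4 in replicate 1 and 3 in replicate 2. All of them scored below the median of their list, with highest scores of 109 in replicate 1 and 114 in replicate 2, against medians of 186 and 206. With only peaks at or above the median score, CSNB1 carried H3K27me3 alone. At SLITRK4, also on chromosome X, neither mark had a peak within 2 kb of the drawn gene or in the rest of the stretch shown in Fig. 2b, in either library. The nearest H3K27me3 peak lay 125 kb from the drawn gene in replicate 1 and 7 kb from it in replicate 2, and the nearest H3K4me3 peak 595 kb away in both.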

Genes that showed H3K27me3 enrichment (e.g., *CSNB1*, *SLITRK4*) were associated with functions that are usually downregulated in pluripotent stem cells; while bivalent domains were mostly observed in genes related to cell fate decisions (e.g., *WNT2* and *MSX2*; Fig. 2b)^26^. To further characterize the pluripotency state of NBFR-bESC lines, we investigated the epigenetic profile of genes that are commonly related to naïve or primed states. 

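At POU5F1 on chromosome 23 of ARS-UCD1.2, an H3K4me3 peak spanned 27979201 to 27995400 in replicate 1 and 27977601 to 27988200 in replicate 2. Its score was at or above that of 99.9% and 99.7% of the peaks of the respective list. These ranks use the score of the whole peak, which wide peaks can raise. By score per window of 200 bp the POU5F1 peak stood lower, at percentiles 92.7 and 95.8. At SOX2 on chromosome 1 the H3K4me3 peak had the same limits in both replicates, 85296601 to 85308400, and stood at or above 99.5% and 99.3% of the peaks. By score per window it stood at percentiles 77.7 and 75.3. At NANOG on chromosome 5 the main H3K4me3 peak lay at 101411801 to 101417400 in replicate 1 and 101411401 to 101417600 in replicate 2, at or above 94.6% and 95.9% of the peaks. By score per window it stood at percentiles 86.2 and 86.0. No H3K27me3 peak lay within 2 kb of POU5F1 or NANOG in either library, and the nearest were 16 kb and 18 kb from POU5F1 and 487 kb and 479 kb from NANOG in replicates 1 and 2. SOX2 did have H3K27me3 peaks, at 85297401 to 85303000 in replicate 1 and at 85296201 to 85303800 and 85305201 to 85308400 in replicate 2. Their scores, 146 in replicate 1 and 311 and 118 in replicate 2, were below the medians of their lists, 180 and 315. With only peaks at or above the median, SOX2 carried H3K4me3 alone. More than 2 kb from the drawn gene, another H3K27me3 peak scored above these medians in each library. It lay at 85285001 to 85295800 in replicate 1, with a score of 230, and at 85282001 to 85294800 in replicate 2, with 417. SALL4 is not drawn in Fig. 2 and was not analysed here.

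**Figure D2:**
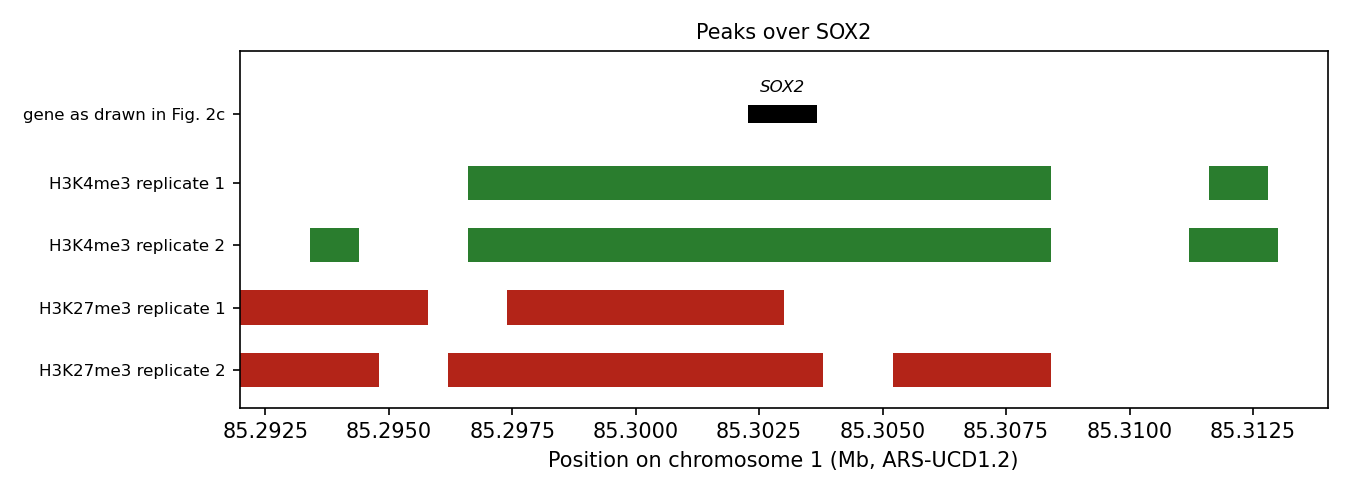
Peaks over SOX2, by position on chromosome 1 (Mb), with a row for each library and the gene as drawn in Fig. 2c, its place read by eye. Bars are peaks, green for H3K4me3 and red for H3K27me3, without their scores. The H3K4me3 peak spans 85296601 to 85308400 in both replicates, and H3K27me3 peaks overlap it in both.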

H3K4me3 was found in *POU5F1*, *SOX2*, *NANOG* and *SALL4* genes, which is a common epigenetic pattern from both naïve and primed states^26^. However, similar to CTFR-bESCs, the accumulation of H3K27me3 in *HOXA9* gene as well as the presence of bivalents domains in *HOXA1*, *FOXA2*, *GATA6*, and *TBX3* genes indicated that NBFR-bESC lines also displayed epigenetic features typical of the primed state (Fig. 2c)^26^. 

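At HOXA9 on chromosome 4, a single H3K27me3 peak of 114 kb, from 68827401 to 68941200, covered the gene in replicate 1 and one of 128 kb, from 68817801 to 68946200, in replicate 2. Its score was at or above that of 99.9% and 99.8% of the peaks of its list. Within 2 kb of HOXA9, 2 H3K4me3 peaks were also listed in each replicate, with scores of 101 and 134 in replicate 1 and 114 and 99 in replicate 2, all below the medians of 186 and 206. With only peaks at or above the median, HOXA9 carried H3K27me3 alone. At TBX3 on chromosome 17 an H3K4me3 peak of 7.4 kb lay inside an H3K27me3 peak of 101 kb in replicate 1 and of 125 kb in replicate 2. At GATA6 on chromosome 24 the main H3K4me3 peak, at 34192201 to 34198000 in replicate 1 and 34192001 to 34199800 in replicate 2, lay inside an H3K27me3 peak of 33.8 kb and 35.2 kb. At FOXA2 on chromosome 13 the H3K27me3 peak was 119 kb long in replicate 1 and 175 kb in replicate 2. The H3K4me3 peak near FOXA2 was found in replicate 1 alone, at 41539601 to 41541000 with a score of 49, at or above 19.8% of its list, and the nearest one in replicate 2 was 308 kb away. The replicate 1 peak lay outside the drawn gene, 1 kb from its edge, so that call hinges on the reading of the edge by eye. FOXA2 therefore carried H3K27me3 only among shared peaks, and both marks from replicate 1 alone or from the peaks of either replicate. From H3K27me3 at HOXA9 and bivalent domains at genes that include FOXA2, GATA6 and TBX3, the paper reasons that the lines had epigenetic features of the primed state, and from H3K4me3 at the pluripotency genes that they had a pattern common to the naïve and primed states.

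**Figure D3:**
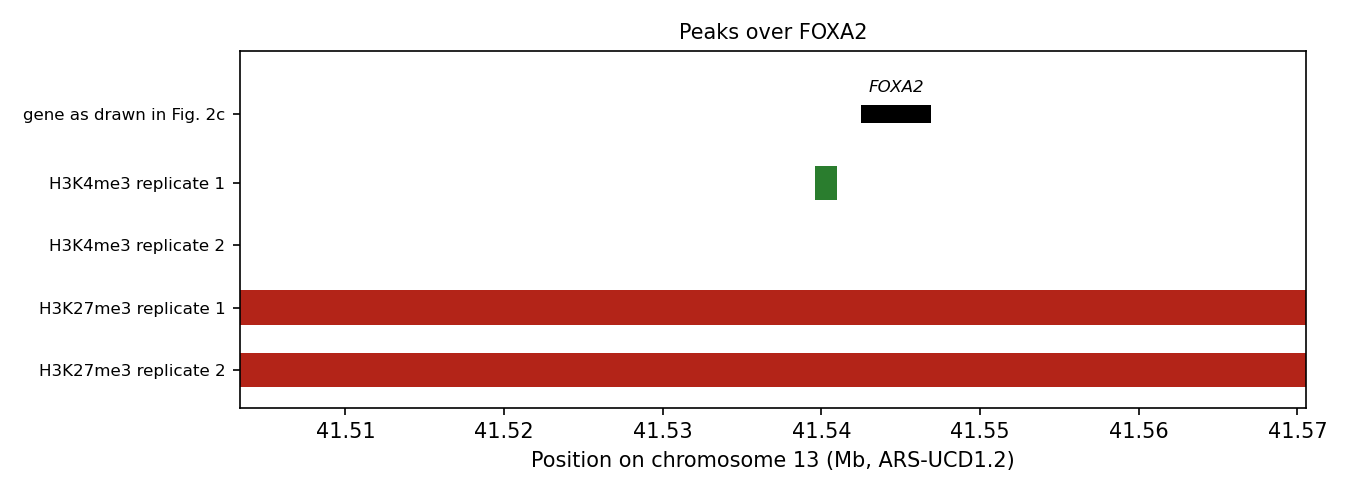
Peaks over FOXA2, by position on chromosome 13 (Mb), with a row for each library and the gene as drawn in Fig. 2c, its place read by eye. Bars are peaks, green for H3K4me3 and red for H3K27me3, cut at the edges of the stretch drawn. H3K27me3 covers the whole stretch in both replicates, and an H3K4me3 peak, at 41539601 to 41541000, is listed in replicate 1 alone.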

All together, we concluded that NBFR culture medium supports derivation and self-renewal of pluripotent bESCs with molecular similarities to CTFR-bESCs and the primed pluripotency state.

**Figure 2:**
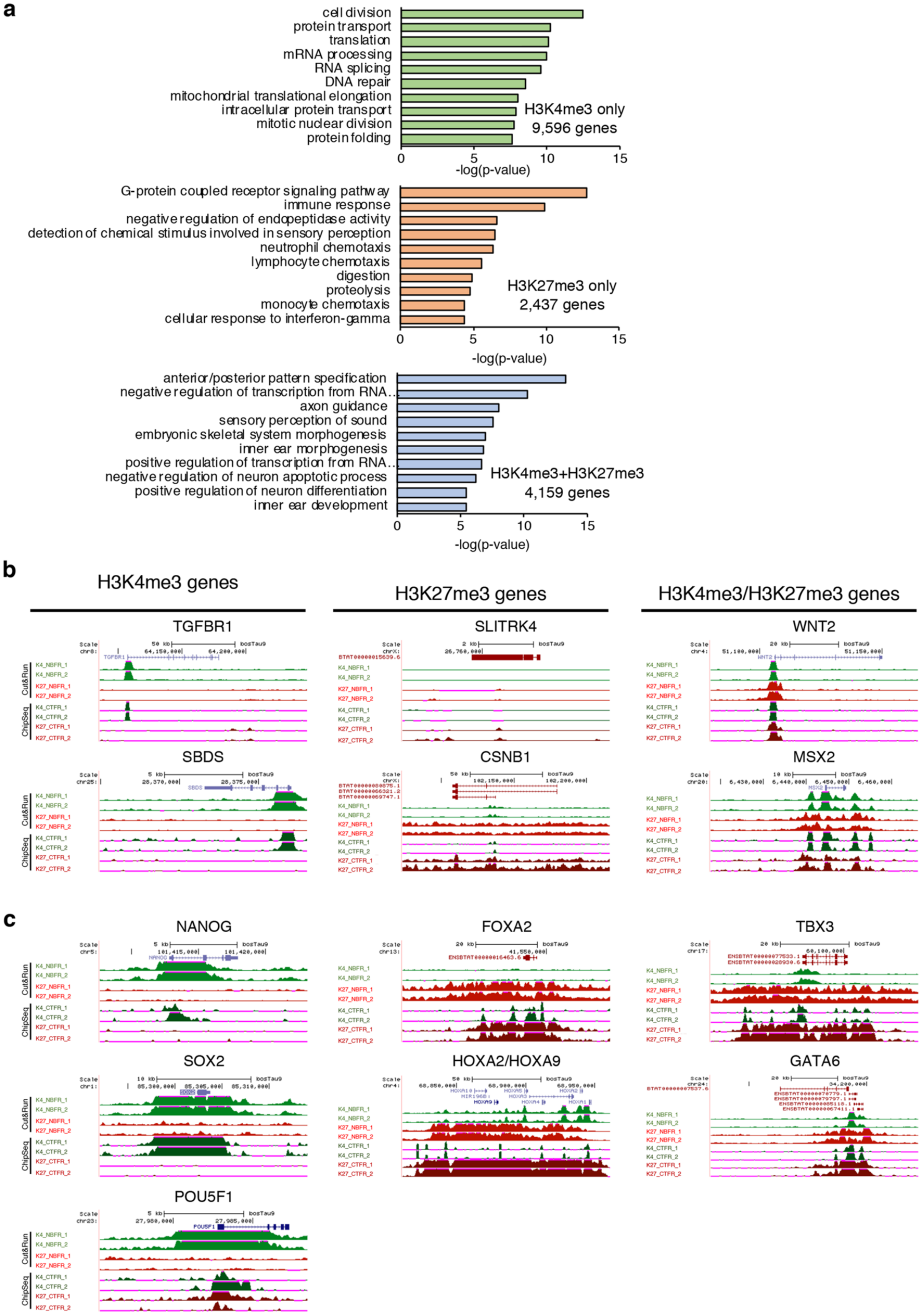
Epigenomic landscape of NBFR-bESCs. (**a**) Functional enrichment of genes containing H3K4me3, H3K27me3 or bivalent domains. The top 10 GO terms are shown. (**b**) Track view of genes containing H3K4me3, H3K27me3 or bivalent H3K4me3/H3K27me3 domains. (**c**) Track view of H3K4me3 and H3K27me3 profiles in primed and naïve pluripotency markers. Two independent NBFR lines (NBFR1 and NBFR2) were analyzed by CUT&RUN for H3K4me3 (K4) and H3K27me3 (K27) and compared with Chip-Seq data from CTFR-bESC7 (CTFR1 and CTFR2).

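TGFBR1 and SBDS stand in Fig. 2b for genes with H3K4me3. At TGFBR1 on chromosome 8 of ARS-UCD1.2, an H3K4me3 peak lay at 64105601 to 64113000 in replicate 1 with a score of 1165, and at 64105401 to 64111800 in replicate 2 with a score of 982. At SBDS on chromosome 25 it lay at 28375801 to 28381000 in replicate 1, with a score of 705, and at 28375201 to 28381000 in replicate 2, with a score of 721. Neither gene had an H3K27me3 peak within 2 kb in either library. The nearest was 128 kb and 129 kb from TGFBR1 and 16 kb and 11 kb from SBDS in replicates 1 and 2. The class of both genes was the same under all 11 other settings tried.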

### NBFR-bESCs undergo multilineage commitment in vitro and in vivo

Pluripotency of NBFR-bESCs was evaluated by formation of embryoid bodies (EBs) and teratomas. After three weeks of differentiation as EBs, endodermal (*FOXA2* and *SOX17*), mesodermal (*CDX2*), and ectodermal genes (*PAX6*) were progressively upregulated (Fig. 3b). For teratoma evaluation, one male (NBFR-bESCs #D) and one female (NBFR-bESCs #Y) cell lines were injected into immunodeficient mice. After 12 weeks, each cell line resulted in the formation of one teratoma similar in size (~ 2 cm in diameter) containing tissues representative of the three germ layers (Fig. 3c). These results indicate that NBFR-bESCs have the capacity to differentiate into derivatives of the three germ lineages, thereby demonstrating their pluripotent status.

**Figure 3:**
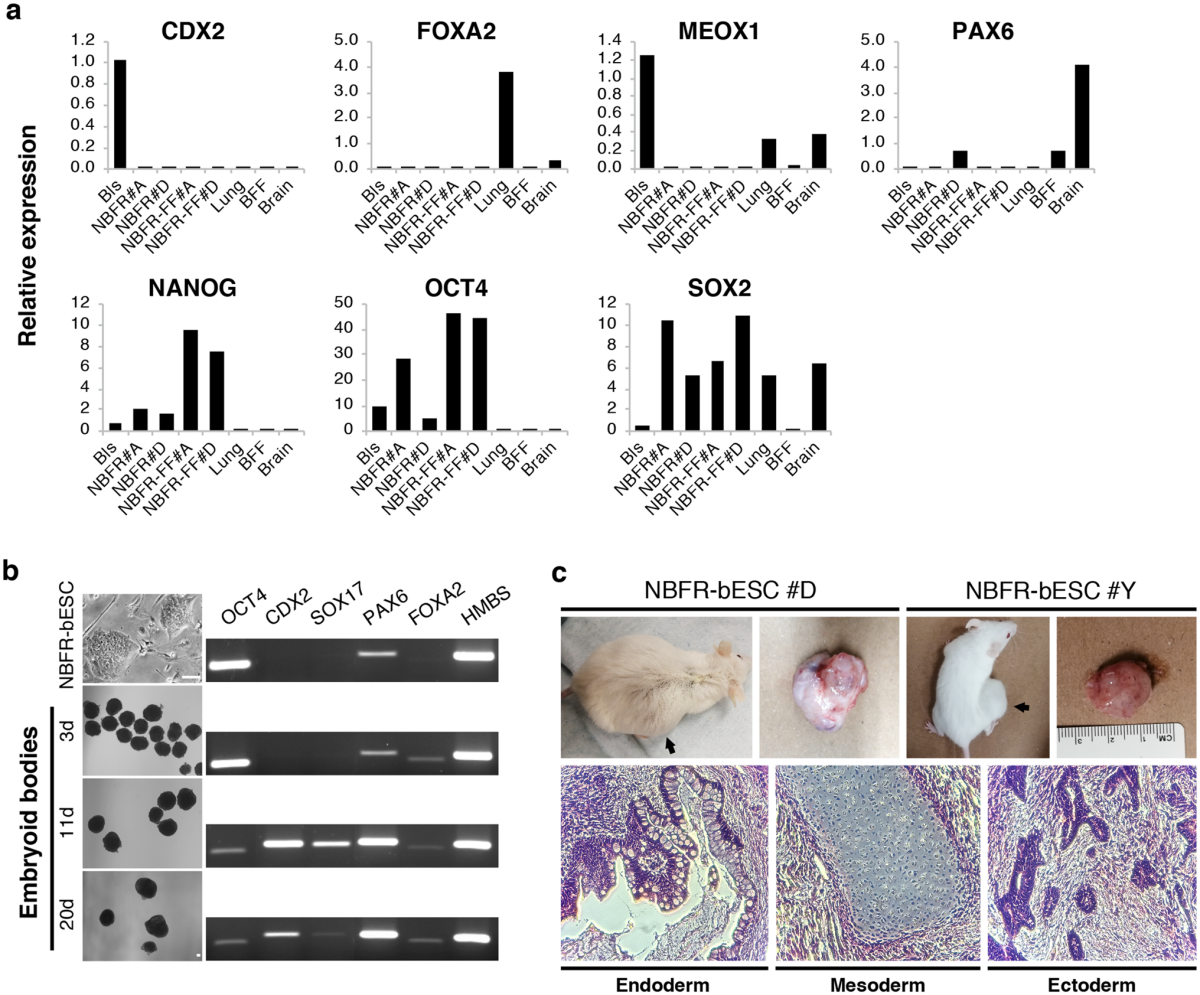
In vitro and in vivo differentiation of NBFR-bESCs. (**a**) Gene expression levels of pluripotency (*OCT4*, *SOX2*, *NANOG*), trophectoderm (*CDX2*), endoderm (*FOXA2*), ectoderm (*PAX6*), and mesoderm (*MEOX1*) markers in representative tissues and two independent NBFR-bESCs lines before (NBFR#A and NBFR#D at passage 10) and after adaptation to feeder-free culture (NBFR-FF #A and #D, passage 10 and 20 after adaptation, respectively). Relative expression was calculated using the comparative CT method (ΔΔCT), normalizing values to *HMBS*. (**b**) Bright field images of NBFR-bESCs and embryoid bodies obtained at different times of differentiation. RT-PCR for genes representative of different lineages (*OCT4*, *CDX2*, *SOX17*, *PAX6,* and *FOXA2*). *HMBS*: housekeeping gene. Scale bar 100 μm. (**c**) Teratomas obtained 12 weeks after injection of two independent NBFR-bESC lines (NBFR #D and #Y) into immunodeficient mouse. Representative histological images showing derivates of the 3 germ lineages. BFF: bovine fetal fibroblasts; Bls: blastocysts, d: days.

### NBFR-bESCs self-renew and maintain pluripotency in feeder-free conditions

We next examined the possibility of culturing NBFR-bESCs in feeder-independent conditions. We initially cultured CTFR-bESCs on vitronectin or Matrigel and found that regardless of the substrate, cells proliferated poorly and expressed OCT4 heterogeneously, which is a sign of differentiation (Fig. S4a). However, when culture medium was supplemented with Activin A (20 ng/mL), a growth factor known to support expansion of human ESCs (hESCs) under feeder-free conditions^27^, cell proliferation and self-renewal were maintained (Fig. S4b). On both substrate types, cells grew as a monolayer instead of forming colonies. Despite the different colony morphology in feeder-free conditions, CTFR-bESCs homogenously expressed OCT4 and SOX2 pluripotency markers (Fig. S4b). Considering the undefined nature of Matrigel, further assays were performed using vitronectin as a substrate.

Next, we evaluated if feeder-independent conditions, which included vitronectin substrate and Activin A supplementation, would support expansion of NBFR-bESC lines. In agreement with our previous findings, NBFR-bESCs cultured in feeder-free conditions (NBFR-FF-bESCs) grew as a monolayer instead of forming colonies but regain their typical colony morphology when returned to culture on MEF feeders. Furthermore, NBFR-FF-bESCs maintained self-renewal and proliferated for more than 30 passages while showing stable expression of pluripotency markers and normal karyotype (Fig. 4a). Flow cytometry analysis of their DNA content showed that NBFR-FF-bESCs exhibited a shorter G1 phase of the cell cycle when compared to bovine fibroblasts (Fig. 4b), which is a characteristic of pluripotent cells undergoing rapid proliferation^7, 28^. Quantification of OCT4 expression by flow cytometry indicated that > 99% of NBFR-FF-bESCs were positive for the pluripotency factor (Fig. 4c). Additionally, quantitative RT-PCR of two different NBFR-FF-bESC lines (NBFR-FF #A and #D) showed that *OCT4*, *SOX2*, and *NANOG* where highly expressed in NBFR-FF-bESCs while *CDX2*, *MEOX1*, *FOXA2*, and *PAX6* were not detected, similar to NBFR-bESCs cultured on MEF feeders before adaptation to feeder-free conditions (NBFR #A and #D) (Fig. 3a). Upon in vitro differentiation, NBFR-FF-bESCs showed upregulation of genes representative of the three germ lineages (*CDX2*, *FOXA2, SOX17, MEOX1,* and *PAX6*), which indicates their potential for trilineage commitment (Fig. 4d). Overall, these results indicate that NBFR-bESCs retained self-renewal when adapted to feeder-free conditions, and that feeder-free culture supports propagation of bESCs for an extended period of time.

**Figure 4:**
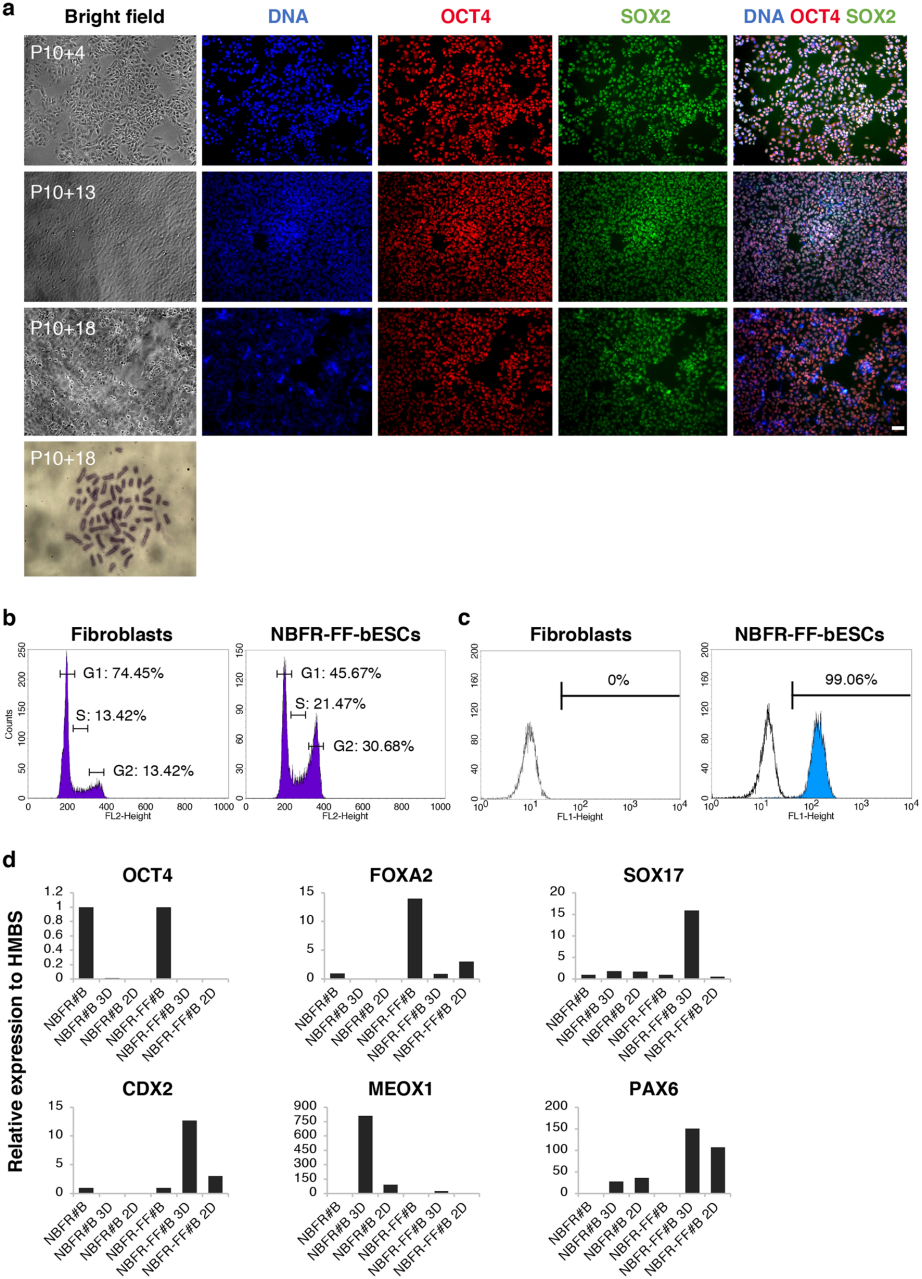
Characteristics of NBFR-bESCs grown under feeder-free conditions. (**a**) Immunostaining of OCT4 and SOX2, and normal chromosome number (2n = 60) of NBFR-bESCs grown for multiple passages on vitronectin supplemented with Activin A (**b**) Flow cytometry analysis of bovine fibroblasts and NBFR-bESCs cultured in feeder-free conditions (NBFR-FF-bESCs) indicating the DNA content and the percentage of cells in each phase of the cell cycle. (**c**) Quantification of OCT4 expression in NBFR-FF-bESCs (blue peak) and secondary only control (unshaded peak). (**d**) Expression levels of genes (*OCT4*, *FOXA2, SOX17, CDX2, MEOX1, PAX6*) representative of different lineages after 3D (3 weeks) and 2D (4 weeks) in vitro differentiation in NBFR-bESCs lines before (NBFR#B at passage 10) and after adaptation to feeder-free culture (NBFR-FF#B at passage 11). Relative expression was calculated using the comparative CT method (ΔΔCT), normalizing values to *HMBS*. P: passage. Scale bar 100 μm.

### Activin A and not IWR-1 sustains pluripotency of NBFR-FF-bESCs

Self-renewal of bESCs relies on inhibition of Wnt/tankyrase signaling^7, 9^; therefore, we evaluated if NBFR-bESCs are also dependent on Wnt/tankyrase inhibition. After IWR-1 withdrawal from culture for 4 passages, immunofluorescence staining indicated loss of expression of OCT4 and SOX2 transcription factors (Fig. 5). Thus, inhibition of Wnt/tankyrase signaling is required for self-renewal of NBFR-bESCs and maintenance of their pluripotent state.

**Figure 5:**
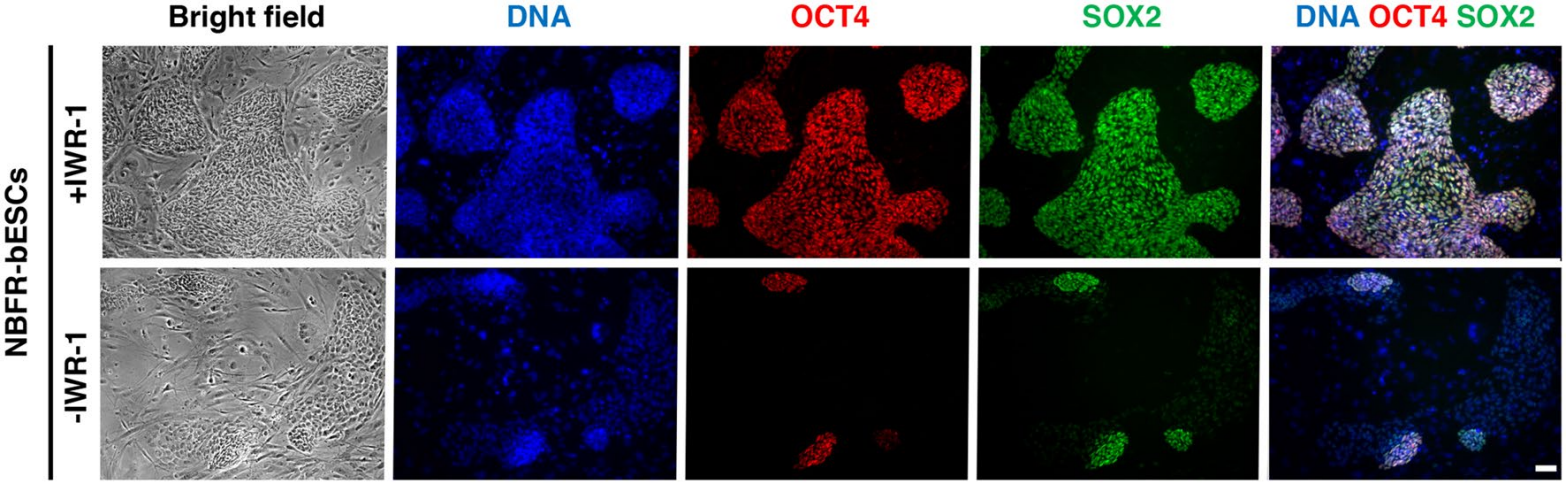
IWR-1 supplementation is required for pluripotency of NBFR-bESCs cultured on MEF feeders. Immunostaining of pluripotency factors OCT4 and SOX2 in NBFR-bESCs grown on MEF feeders for 5 passages after IWR-1 withdrawal. Scale bar 100 μm.

Next, we evaluated the effect of different inhibitors and growth factors on NBFR-FF-bESCs, in terms of cell proliferation and expression of pluripotency factors (Fig. 6). After culturing cells for 5 passages, cells survived adaptation in all conditions evaluated except when FGF2 was removed from the culture medium. In the absence of FGF2, cells stopped proliferating and died after 2 passages. NBFR-FF-bESCs maintained expression of pluripotency genes and proliferation capacity in presence of 3 ng/mL TGFβ or 0.3 μM CHIR9921 supplemented to the medium. Surprisingly, withdrawal of IWR-1 from the culture medium did not have a detrimental effect on NBFR-FF-bESCs, with self-renewal being indistinguishable from control NBFR-FF-bESCs in presence of IWR-1. However, if CHIR9921 was included at a concentration of 3 μM in absence of IWR-1, NBFR-FF-bESCs lost expression of pluripotency markers OCT4 and SOX2, similar to IWR-1 withdrawal from NBFR-bESC on MEF feeders. Instead, in the presence of IWR-1, CHIR9921 at 3 μM had no effect on OCT4 and SOX2 expression. These results suggest that in the absence of Wnt activation, IWR-1 is indispensable for bESC pluripotency, and that MEF feeders may stimulate Wnt signaling, and thus IWR- is necessary for culturing bESCs on feeders^7^.

**Figure 6:**
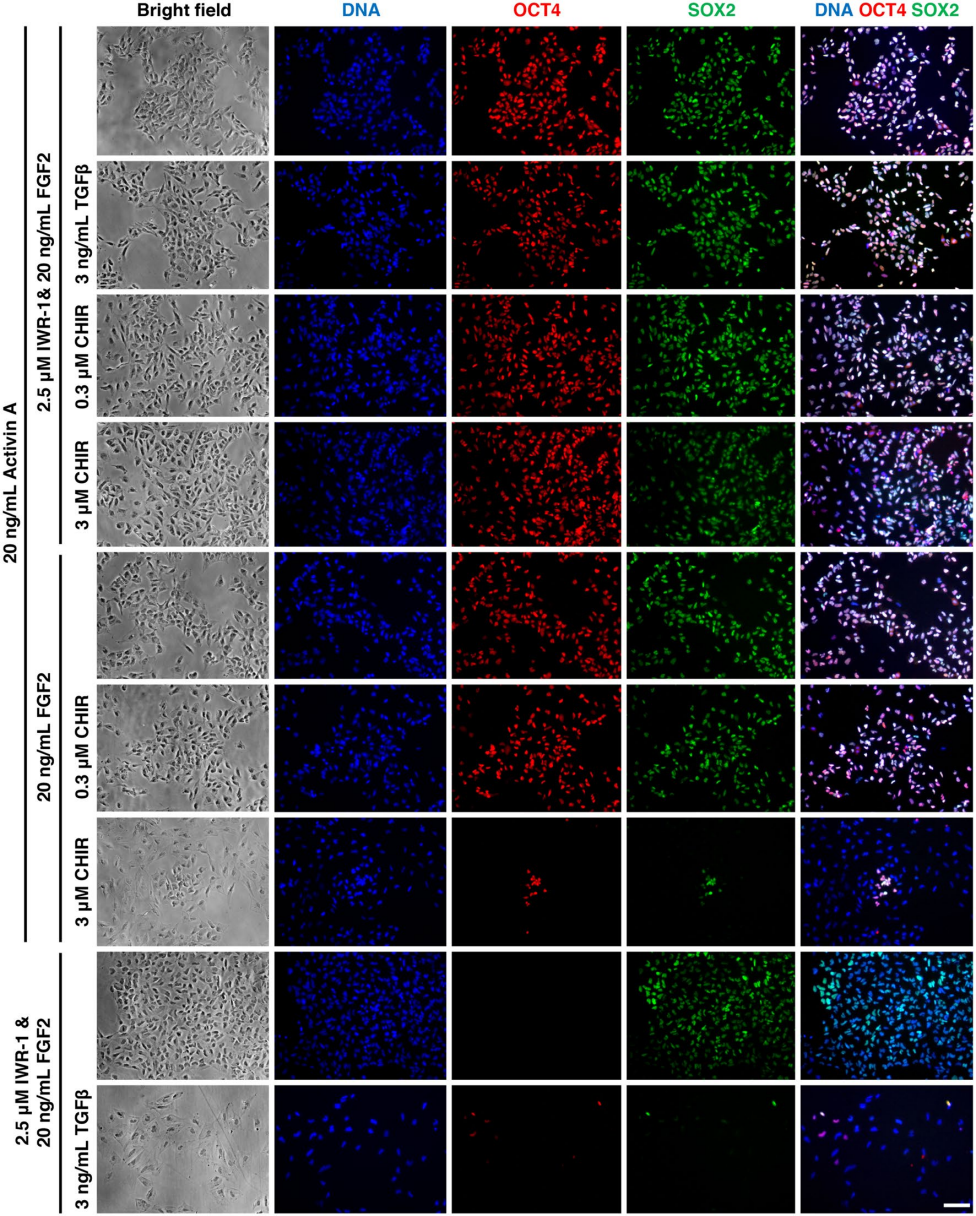
Feeder-free NBFR-bESCs depend on FGF2 and Activin A for pluripotency maintenance. Immunostaining of pluripotency factors OCT4 and SOX2 in NBFR-bESCs grown in feeder-free conditions supplemented with different combinations of Activin A, CHIR2291, FGF2, IWR-1 and TGFβ1 for 4 passages. Scale bar 100 μm.

As described above, when Activin A was removed from the culture, NBFR-FF-bESCs lost expression of pluripotency markers and underwent differentiation. Additionally, even though Activin A and TGFβ belong to the same superfamily of morphogens and signal through the same downstream mediators^29^, at 3 ng/mL TGFβ1 did not rescue self-renewal of NBFR-FF-bESCs in the absence of Activin A. These results indicate that Activin A plays a crucial role in maintaining bESC pluripotency.

## Discussion

After years of efforts to isolate ESCs from bovine embryos, the recently reported CTFR culture system was the first to support the efficient derivation and stable long-term self-renewal of pluripotent bESCs with robust in vivo pluripotency capacity^7^. However, the potential applications of CTFR-bECSs are hindered by the undefined and complex nature of the CTFR culture system. Thus, the overarching goal of this study was to establish a chemically defined and simple bESC culture condition by employing commercially available components, facilitating medium preparation, and eliminating the need of MEF feeders for bESC expansion. Our results indicate that bESCs can be efficiently derived, and retain self-renewal and long-term pluripotency, when N2B27 base medium supplemented with BSA is used instead of mTeSR1 base medium. NBFR cells presented characteristics of primed bESCs, similar to previously described CTFR-bESCs. In addition, NBFR-bESCs could be grown for an extended period on vitronectin substrate (feeder-free) in the presence of Activin A while maintaining pluripotency features.

Custom mTeSR1 medium devoid of growth factors consists of DMEM/F12 plus a series of different supplements, among those BSA^17^. Therefore, it is not surprising that N2B27 base medium, which is also based on DMEM/F12^30^, supported long-term culture of bESCs after BSA supplementation. N2B27 has also been demonstrated to support the culture of PSCs in several other species, including cattle^8, 16, 24, 30^. Interestingly, even though Essential 6 is also based on DMEM/F12, it did not show the same potential for replacing custom mTeSR1, even after BSA supplementation. Besides DMEM/F12, Essential 6 and custom mTeSR1 media each consist of 5 and 17 other ingredients, respectively. Therefore, one or more of those 12 components, not included in Essential 6 medium (glutathione, L-Glutamine, defined lipids, thiamine, trace elements B, trace elements C, β-mercaptoethanol, BSA, pipecolic acid, LiCl, GABA, H_2_O), have roles on self-renewal and colony morphology of bESCs.

BSA functions as a carrier of lipids and metal ions, as an antioxidant, and has roles in the metabolic activity, proliferation and survival of cultured cells^31^. The exact mechanism of action of BSA in supporting PSCs has not yet been elucidated. Our results indicate that unlike BSA, KSR did not support self-renewal of bESCs. KSR contains a lipid-rich BSA, commercially known as AlbuMAX, which has been shown to be the active component supporting self-renewal of hESCs^32^. Instead, the BSA used in our media formulation contains very low levels of fatty acids, supporting the finding that KSR was not an equivalent alternative to BSA in bESC culture. On the other hand, it is known that BSA helps prevent the toxic effects of β-mercaptoethanol in hESCs culture^18^. We did not observe a toxic effect of β-mercaptoethanol in the absence of BSA when culturing bESCs in N2B27 medium, and the incorporation of BSA to Essential 6 medium, which does not contain β-mercaptoethanol in its formulation, improved survival of bESCs. Thus, our results suggest that the purified BSA protein used in our culture system is acting through a mechanism that is not just counteracting the toxic effect of β-mercaptoethanol. The role of BSA in bESC self-renewal and proliferation will have to be elucidated in order to find a chemically-defined substitute, especially considering that BSA is the only media component that is not completely defined.

Previously reported putative bovine PSCs have been largely characterized by detection of pluripotency and cell surface markers^15^. Even though most reports agree on the expression of pluripotency related transcription factors OCT4, SOX2, and NANOG, the expression of cell surface markers varies greatly between lines. Interestingly, NBFR-bESCs were positive for SSEA4, which is a typical marker of human PSCs, but instead NBFR-bESCs did not present SSEA-1, a typical marker of rodent PSCs; or TRA-1-60 and TRA-1-81, typically detected in human PSCs^4, 33, 34^. On the other hand, pig ESCs strongly expressed SSEA1, SSEA4, TRA-1-60 and TRA-1-81^11^, with pig EPSCs also expressing SSEA1 and SSEA4^10^. Contrary, bovine EPSCs showed only minimal signal after immunostaining against SSEA1 and SSEA4^8^. With large variation in cell surface marker expression between species and cell lines, it is difficult to ascertain the value of characterizing these markers in new, conversely, transcription factors have a clear functional role in maintaining pluripotency and are therefore highly valuable for characterizing pluripotent stem cells.

Chemically defined growth conditions are essential for many PSC applications, hence the undefined nature of the products secreted by MEF feeders limits the potential use of bESCs. Matrigel has consistently supported the feeder-free culture of human PSCs^17, 35–37^. Matrigel is a partially defined extracellular basement membrane matrix extracted from the Engelbreth-Holm-Swarm mouse sarcoma that contains a mixture of collagen type IV, laminin, and heparin sulfate proteoglycan^38, 39^. However, due to its partial definition, different defined extracellular matrix proteins have been tested for the culture and derivation of PSCs, where vitronectin has shown superior results, equivalent to Matrigel^18, 23^. In addition, recombinant fibronectin was recently used to support the expansion of bovine EPSCs while maintaining colony morphology and expression of alkaline phosphatase^9^. In this work, bESCs retained expression of pluripotency markers in feeder-free culture conditions that included vitronectin or Matrigel as a substrate. NBFR-FF-bESCs presented a high proliferation rate, conserved an euploid karyotype, maintained homogeneous pluripotency marker expression and were able to differentiate in vitro. Interestingly in both substrates, NBFR-FF-bESCs grew as monolayers instead of forming colonies, in contrast to what was observed after fibronectin adaptation of EPSCs. However, when NBFR-FF-bESCs were returned to culture on MEF feeders, they regained the typical colony morphology of NBFR-bESCs (data not shown). Overall, these results suggest that the cell substrate influences morphological aspects of bESCs without affecting their self-renewal.

Activin A is known to be essential for maintaining pluripotency of human and mouse PSCs by controlling expression of pluripotency factor NANOG, which in turn prevents neuroectoderm differentiation^40^. Prior evidence has associated the poor secretion of Activin A of non-mouse feeder cells, with inefficient maintenance of PSCs in an undifferentiated state^41^. Our results indicate that NBFR-bESCs require Activin A for self-renewal, and that the levels secreted by MEF feeders are not always sufficient to sustain long-term bESC growth. Thus, the addition of 20 ng/mL Activin A to the culture medium allowed long-term maintenance of bESCs cultured on MEF feeders or on vitronectin. Downstream ligand-specific receptors, Activin A and TGFβ exert their effect through the same SMAD2/3 proteins^29^. In the presence of FGF2, Activin A and TGFβ1 have the same effect maintaining long-term pluripotency and self-renewal of hESC^42, 43^. Thus, we evaluated the potential of TGFβ1 to substitute Activin A in the culture of NBFR-FF-bESCs. Interestingly, our results indicated that the role of Activin A in maintaining pluripotency of bESCs could not be replaced by 3 ng/mL of TGFβ1. Indeed, in bovine EPSCs the simultaneously supplementation of Activin A and TGFβ1 was necessary to maintain pluripotency. Therefore, more research will be needed to decipher the exact mechanism of Activin A and TGFβ1 signaling in self-renewal of bovine PSCs, and its resemblance with PSC of other species.

In agreement with previous reports^7, 9^, we observed that inhibition of Wnt signaling by IWR-1 and stimulation of FGF2 pathway are indispensable requirements to establish bESC lines. Similar to mouse and human PSCs^44, 45^, bESCs also rely on FGF2 for maintaining self-renewal and cell proliferation. Wnt signaling is involved in different cellular processes such as cell differentiation, cell migration, cell proliferation, and maintenance of pluripotency^46–51^. Members of the Wnt family are highly conserved secreted glycoproteins that activate different intracellular signaling cascades by binding to a repertoire of receptors^52^. Major downstream signaling branches include a canonical or Wnt/β-catenin dependent pathway as well as multiple non-canonical or β-catenin-independent pathways, which include the planar cell polarity and the Wnt/Ca^2+^ pathways^53^. Canonical Wnt signaling has been associated with lineage fate determination in bovine preimplantation embryos^54, 55^. Interestingly, the establishment of bovine PSCs relies on inhibition of Wnt pathway; instead, derivation of bovine trophoblast stem cells requires the opposite, activation of Wnt signaling through Wnt3a^56^. Inhibition of Wnt pathway or tankyrases by IWR-1, seems to be required in supporting pluripotency and blocking the expansion of extraembryonic cells during bESC line establishment on MEF feeders^7^. However, in absence of MEF feeders, inhibition of Wnt pathway was not necessary to sustain self-renewal of NBFR-FF-bESCs, suggesting that Wnt ligands that trigger bESC differentiation are secreted by the feeder cells; which MEF are known to do^47, 51^. We confirmed these hypotheses by mimicking the effect of Wnt differentiation cues by culturing NBFR-FF-bESCs in presence of 3 μM CHIR99021, a glycogen synthase kinase-3 (GSK-3) inhibitor that triggers activation of canonical Wnt signaling. Indeed, our findings indicated that in the presence IWR-1, CHIR99021 did not have an evident effect on bESCs, although those components were essential to derive bovine EPSCs^9^. However, if IWR-1 was withdrawn from the culture medium, CHIR99021 supplementation led to loss of pluripotency marker expression and subsequent cell differentiation. The role of Wnt in human ESC self-renewal remains controversial. Activation of canonical Wnt pathway by Wnt3a or BIO (6-bromoindirubin-3'-oxime), another GSK-3 inhibitor, was shown to sustain self-renewal in feeder-free culture conditions^47^. However, others concluded that stimulation of canonical Wnt pathway in hESCs leads to differentiation and does not support long-term pluripotency^57–59^. The conflicting roles of Wnt signaling in ESCs could be a result of incorrect experimental design^60^, incomplete understanding about the spectrum of activity of the inhibitors used, or the intricated relationships between different members of the Wnt signaling pathway. Wnt signaling participates in a wide variety of developmental and physiological processes, and because of the well-known cross-talk between its different branches, the exact role of Wnt signaling is difficult to determine. More research will be needed to clarify the mechanism underlining the bESC pluripotency program and to determine how well this process is conserved between livestock species and humans. Interestingly, inhibition of Wnt/tankyrase signaling was also shown to support establishment of PSCs from pig blastocysts^10, 11^.

Altogether, results from this study indicate that bESCs maintain long-term pluripotency when cultured in a simplified and mostly chemically defined culture system. Replacing custom-made base medium and MEF feeders with commercially available alternatives maintains the consistency of culture conditions and expands the potential uses of bESCs. A more amenable culture condition, especially one independent of feeder cells, could facilitate the use of bESC for complex gene editing, facilitating cell transfection and antibiotic resistance selection. A bESC culture system less prone to variations will also facilitate pluripotency and lineage commitment studies, such as the use of bESC for in vitro generation of meat or gametes. Our results also shed light into the mechanism involved in bovine pluripotency, which in absence of the unknown role of MEF feeders, is supported by Activin A and FGF2 signaling cascades in line with primed pluripotency of other species.

## Materials and methods

All experiments were performed in accordance with relevant guidelines and regulations.

### Adaptation of CTFR-bESC to different commercial base media

CTFR-bESC lines^7^ were cultured on MEF feeders (A34180, Gibco) in CTFR medium [custom mTeSR1^17^ growth factor-free supplemented with 20 ng/mL human FGF2 (100-18B, PeproTech) and 2.5 μM IWR-1 (I0161, Sigma)] at 37 °C and 5% CO_2_. CTFR-bESCs were adapted to N2B27^16^ and to commercially available Essential 6 (05947, Stemcell Technologies) base media for 4–6 passages. N2B27 medium consisted of a mixture of 1:1 DMEM/F12 medium (11320-033, Gibco) and Neurobasal medium (21103-049, Gibco), 0.5% v/v N-2 Supplement (17502-048, Gibco), 1% v/v B-27 Supplement (17504-044, Gibco), 2 mM MEM Non-Essential Amino Acid Solution (M7145, Sigma), 1% v/v GlutaMAX Supplement (35050-061, Gibco), 0.1 mM 2-mercaptoethanol (M6250, Sigma), 100 U/mL Penicillin, and 100 μg/mL Streptomycin (15140-122, Gibco). N2B27 and Essential 6 media were initially supplemented with 20 ng/mL human FGF2 and 2.5 μM IWR-1. In subsequent experiments, different levels of low fatty acid bovine serum albumin (0.1%, 0.5%, 1%) (BSA, 0219989950, MP Biomedicals) or knockout serum replacement (5%, 10%) (KSR, 10828-028, Gibco) were included in the media formulation. Adaptation of cells to new media alternatives was performed progressively on MEF feeders in two replicates. The first week of adaptation, CTFR-bESCs were grown in an equal mixture of CTFR, and N2B27 or Essential 6; subsequently CTFR medium was completely replaced.

### Derivation and culture of NBFR-bESCs

Bovine embryos (*Bos taurus*) were produced by in vitro fertilization of in vitro matured slaughterhouse-derived oocytes as previously reported^61^. In vitro cultured blastocyst stage embryos were collected seven days post fertilization. Unhatched blastocysts were treated with 2 mg/mL of Pronase (10165921001, Sigma) for 2–3 min to remove the zona pellucida and then thoroughly washed in SOF-HEPES to remove traces of the enzyme. In some experiments, ICMs were isolated from zona-free blastocysts by immunosurgery. Zona-free blastocysts were incubated in 20% bovine antiserum (B8270, Sigma) for 1 h at 38.5 °C and 5% CO_2_ followed by several washes in SOF-HEPES medium. Then, embryos were incubated in 20% guinea pig complement (S1639, Sigma) for 1 h at 38.5 °C and 5% CO_2_. Finally, blastocysts were washed in SOF-HEPES to gently remove trophectoderm cells by repeated pipetting. Whole zona-free blastocysts or isolated ICMs were placed on a monolayer of MEF feeders in separate wells of a 48-well dish previously coated with 0.1% gelatin (G9391, Sigma) and cultured in NBFR medium [N2B27 medium, 1% low fatty acid BSA, 20 ng/mL human FGF2, 2.5 μM IWR-1] supplemented with 10 μM Rho Kinase inhibitor Y-27632 (ROCKi, ALX-270-333, Enzo) and Antibiotic/Antimycotic Solution (100 U/mL Penicillin, 100 μg/mL Streptomycin 0.25 μg/mL Amphotericin B) (20004, JR Scientific), and incubated at 37 °C and 5% CO_2_. After 24 h, blastocysts that failed to adhere to the feeder layer were physically pressed against the bottom of the culture dish with a 22G needle to facilitate attachment. Thereafter, the culture medium was changed daily and supplementation with Antibiotic/Antimycotic Solution was used only during the first week of derivation. Every 6–7 days, outgrowths were dissociated and passaged using TrypLE Express (12604-013, Gibco), and re-seeded at a 1:1 split ratio in the presence of 10 μM ROCKi onto newly plated MEF. After 3–4 weeks in culture, bESC lines were considered established if cells grew homogeneously throughout the surface of the culture well in defined colonies. Once established, NBFR-bESC lines were grown at 37 °C and 5% CO_2_ on MEF feeders or adapted to vitronectin (A14700, Gibco) or matrigel (E1270, Sigma) substrates. Cells were sub-cultured every 3–4 days at a 1:5–1:10 split ratio. bESCs cultures required 20 ng/mL supplementation of Activin A (338-AC, R&D Systems) in absence of MEF feeders, or in feeder-dependent cultures beyond passage 20. To increase cell survival, bESC culture medium was supplemented with 10 μM ROCKi at seeding or cryopreservation. Culture media was changed daily. Blastocysts used for NBFR-bESC line derivation were obtained from 12 independent sessions of in vitro fertilization. All cell lines were checked for mycoplasma contamination once a month using LookOut Mycoplasma PCR Detection Kit (MP0035, Sigma) following manufacturer’s instructions.

The effect of different combinations of inhibitors and growth factors on bESCs was studied by culturing two independent feeder-free NBFR-bESCs lines for 4 to 5 passages in each media formulation. Medium formulation included 2.5 μM IWR-1, 0.3 μM and 3 μM CHIR99021 (SML1046, Sigma Aldrich), 20 ng/mL Activin A, 20 ng/mL FGF2 and 3 ng/mL TGFβ1 (HZ-1011, Proteintech).

### Immunofluorescence staining

NBFR-bESCs were grown to 80% confluency and fixed using fresh 4% paraformaldehyde (PFA, SC-281692, Santa Cruz Biotechnology) for 10 min at room temperature. After fixation, cells were permeabilized and blocked with 0.3% Triton-X100 (T8787, Sigma) and 3% v/v of Normal Donkey Serum (NDS, D9663, Sigma) in Dulbecco’s Phosphate-Buffered Saline (DPBS, 14040174, Gibco) for 30 min at room temperature. Cells were then incubated for 1 h at room temperature with the following primary antibodies: anti-POU5F1 (1:300; sc-8628, Santa Cruz Biotechnology), anti-SOX2 (1:300; NU579-UC, Biogenex), anti-CDX2 (1:300; MU392A-UC, Biogenex), anti-GATA6 (1:300; sc-9055; Santa Cruz Biotechnology), anti-SSEA1 (5 μg/mL; MC-480; Developmental Studies Hybridoma Bank), anti-SSEA4 (5 μg/mL; MC-813-70; Developmental Studies Hybridoma Bank), anti-TRA-1-60 (1:250; sc-21705; Santa Cruz Biotechnology) and anti-TRA-1-81 (1:250; sc-21706; Santa Cruz Biotechnology) in DPBS supplemented with 0.3% Triton-X100 and 1% v/v of NDS. Secondary antibody incubation was performed in the dark for 1 h at room temperature with 1:500 fluorescently labeled donkey anti-rabbit IgG Alexa Fluor 488 antibody (A-21206, Invitrogen), donkey anti-mouse IgG Alexa Fluor 568 antibody (A-21043, Invitrogen), donkey anti-goat IgG Alexa Fluor 568 antibody (A-11057, Invitrogen), and donkey anti-mouse IgG Cy3 antibody (715-165-151, Jackson ImmunoResearch). Hoechst 33342 (62249, Gibco) was used for counterstaining. Cells were observed in a Nikon TE2000-U inverted microscope and photographed using a Coolsnap EZ camera. Expression of pluripotency factors SOX2 and OCT4 was evaluated in all the established NBFR-bESC lines, whereas GATA6, CDX2, SSEA1, SSEA4, TRA-1-60, TRA-1-81 expression was evaluated in two independent NBFR-bESC lines.

### Detection of alkaline phosphatase activity

NBFR-bESCs lines were grown to 80% confluency and detection of alkaline phosphatase (AP) was performed using the Alkaline Phosphatase Staining Kit II (00-0055, Stemgent) following the manufacturer’s protocol. Briefly, bESCs were washed in DPBS with 0.05% Tween 20 (170-6531, Biorad) and fixed for 5 min at room temperature. Then, fixed cells were washed and incubated with freshly prepared AP Substrate Solution protected from light, at room temperature for 15 min, followed by a DPBS wash. After staining, cells were observed in a Nikon TE2000-U inverted microscope and photographed using a Research Instrument DC2 camera. AP activity was evaluated in all the established NBFR-bESC lines.

### Karyotyping

NBFR-bESCs grown to 50–60% confluency were incubated in fresh culture medium supplemented with 200 ng/mL Demecolcine (D7385, Sigma) for 1 h at 37 °C, 5% CO_2_. Cells were then harvested using TrypLE Express and incubated in KCl hypotonic solution (0.075 M) for 10 min at 37 °C. After incubation, cells were fixed in Carnoy’s fixative (3:1; methanol:acetic acid) for 15 min at room temperature, repeating 3 times. Fixed cells were resuspended in 100 μL of Carnoy’s fixative and the cell suspension was dropped onto a clean chilled slide. Slides were air-dried for 10–15 min and stained with 5% Giemsa stain (GS500, Sigma) for 10 min. Slides were rinsed in deionized water, air-dried, and mounted using ClearMount mounting medium (MMC0112, American MasterTech). Metaphase spreads were visualized at 100X magnification under oil immersion using a Nikon TE2000-U inverted microscope and photographed by a Research Instrument DC2 camera. Karyotype was studied in all the established NBFR-bESC lines.

### Flow cytometry analysis

Flow cytometry analysis was performed using the BD Cytofix/Cytoperm Fixation/Permeabilization Kit (554714, BD Biosciences). For quantification of OCT4 transcription factor (also known as POU5F1), NBFR-FF-bESCs were permeabilized and blocked in Perm/Wash Buffer supplemented with 2% v/v of NDS for 15 min at room temperature. Cells were then incubated with anti-POU5F1 (1:500; sc-8628, Santa Cruz Biotechnology) primary antibody for 1 h at room temperature and washed with Perm/Wash Buffer. Secondary antibody incubation was performed for 30 min at room temperature with donkey anti-goat IgG Alexa Fluor 488 antibody (1:500; A-11055, Invitrogen) protected from light. Cells were kept at 4 °C until flow cytometry analysis was performed.

Cell-cycle analysis was performed fixing NBFR-FF-bESCs with ice-cold 70% ethanol and stained using Propidium Iodide/RNase Solution (550825, BD Pharmingen). All data were acquired from two independent NBFR-FF-bESCs lines and analyzed in a FACScan flow cytometer (Becton Dickinson) equipped with a 488 nm excitation laser using the CellQuest Pro Software (Becton Dickinson).

### Embryoid body formation

NBFR-bESCs (#A and #B) were trypsinized and separated from the MEF feeders by incubating the cell suspension in a cell culture dish for 1 h in NBFR medium supplemented with 10 μM ROCKi at 37 °C, 5% CO_2_. After incubation, supernatant containing NBFR-bESCs depleted of MEF was collected and cells were seeded using the hanging drop method at a concentration of 1000 cells/20 μL drop. After 3 days of culture, formed embryoid bodies were individually transferred to a well of a low attachment 96-well plate (174951, Thermo Scientific) and cultured for up to 3 weeks in DMEM medium (11995-065, Gibco) supplemented with 10–20% fetal bovine serum (FBS, 10437-028, Gibco), 2 mM MEM Non-essential Amino Acid Solution, 1% v/v GlutaMAX Supplement, 100 U/mL Penicillin, 100 μg/mL Streptomycin and 20 ng/mL FGF2. Depending on the experiment, after 2 weeks of embryoid body differentiation (3D) cell aggregates were transferred to a gelatin-coated dish and cultured in 2D for additional 2 weeks.

### Teratoma formation assay

Four different immunodeficient mice (NOD.CB17–Prkd^scid^/J. Stock No: 001303, The Jackson Laboratory) were injected with a male (NBFR #D) or a female (NBFR #Y) bESC line at passage 12 or 14, respectively. Approximately 5 × 10^5^ NBFR-bESCs resuspended in cold growth-factor-reduced Matrigel were injected in each replicate. Twelve weeks after injection, mice were euthanized for tissue collection. Teratomas were fixed using fresh 4% paraformaldehyde in PBS and subjected to H&E staining for histological analysis. Experiments were performed under approval from the UT Southwestern Institutional Animal Care and Use Committee (IACUC, Protocols #2018-102430) and in compliance with the ARRIVE guidelines (http://www.nc3rs.org.uk/page.asp?id=1357).

### Gene expression analysis

Total RNA was extracted from freshly collected cells, blastocysts or tissues using the RNeasy Mini Kit (74104, Qiagen) and DNase treated with the RNase-Free DNase Set (79254, Quiagen). After extraction, RNA was quantified using the Qubit RNA BR Assay Kit (Q10211, Invitrogen) and reverse transcribed using SuperScript III Reverse Transcriptase (18080044, Invitrogen). PCR was performed using the GoTaq Hot Start Green Master Mix (M5122, Promega) followed by agarose gel electrophoresis stained with ethidium bromide. RNA extraction, RNA quantification, cDNA synthesis, and PCR were performed according to the manufacturer’s protocols. The PrimerQuest Tool (Integrated DNA Technologies) was used to design primers (Table S1) spanning an exon-exon junction. Hydroxymethylbilane synthase gene (*HMBS)* was used as a housekeeping control.

Quantitative gene expression analysis was performed by qPCR using PowerUp SYBR Green Master Mix (A25742, Applied Biosystems) in a QuantStudio 3 Real-Time PCR System (A28137, Applied Biosystems) according to manufacturer’s protocol. Two independent samples were run in technical duplicates and relative expression was calculated by the comparative Ct method, normalizing values to the expression of *HMBS* housekeeping gene.

### Sex determination by polymerase chain reaction

NBFR-bESC lines were sexed by PCR targeting the DEAD box helicase 3 gene (*DDX3X/DDX3Y*), which allows discrimination between X and Y chromosomes based on amplicon size^62^. DNA extraction was performed using the DNeasy Blood and Tissue Kit (69504, Qiagen) according to manufacturer’s protocol. DNA was quantified using a NanoDrop 2000C Spectrophotometer (ThermoScientific) and amplified using the Go Taq Hot Start Green Master Mix. Primer sequences are provided in Table S1 and amplicons were observed by agarose gel electrophoresis stained with ethidium bromide. Genomic DNA from female and male bovine fibroblasts was used as control.

### Histone methylation profiling by CUT&RUN

CUT&RUN was performed following a published protocol^63^ with some modifications. Approximately 5 × 10^4^ bESCs per sample were washed twice with 1 mL washing buffer (20 mM HEPES at pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, and 1 × Roche complete protease inhibitor) and resuspended in 60 μL washing buffer. Concanavalin-coated magnetic beads (BP531, Bangs Laboratories), 20 μL per sample, were washed and resuspended in binding buffer (20 mM HEPES–KOH at pH 7.9, 10 mM KCl, 1 mM CaCl2, 1 mM MnCl2), and added to the samples. Then, the samples were incubated at 24 °C for 10 min on Thermomixer at 400 rpm. Sample tubes were placed on the magnetic stand to remove all the liquid. For each sample, 50 μL antibody buffer (washing buffer, 0.1% digitonin, and 2 mM EDTA at pH 8.0) with H3K4me3 (1:100 dilution, C15410003, Diagenode) or H3K27me3 (1:100 dilution, C15410195, Diagenode) was added to the sample tube, and incubated overnight at 4 °C on Thermomixer at 400 rpm. After antibody incubation, the tubes were placed on the magnetic stand to remove the liquid. After washing twice with digitonin buffer (washing buffer containing 0.1% digitonin), samples were resuspended in 50 μL digitonin buffer containing pAG-MNase (dilution 1:20, 15-1016, EpiCypher), and incubated for 10 min at room temperature. After washing samples twice with digitonin buffer, samples were resuspended with 100 μL cold digitonin buffer and equilibrated on ice for 3 min. Targeted digestion was conducted by adding 2 μL CaCl2 (100 mM) on ice for 30 min, and the digestion was stopped by adding 100 μL 2 × stop buffer (340 mM NaCl, 4 mM EGTA at pH 8.0, 20 mM EDTA at pH 8.0, 0.1% digitonin, 100 μg/mL glycogen, 50 μg/mL RNase A). After incubation at 37 °C for 30 min, samples were digested by adding 1.5 μL proteinase K (20 mg/ml), 2 μL 10% SDS and 10 ng carrier RNA (1068337, Qiagen), and then incubated at 65 °C for 30 min. DNA fragments were purified with phenol–chloroform–isoamyl alcohol and washed by ethanol precipitation, and finally dissolved in 25 μL ddH2O.

Library construction was carried out using NEBNext Ultra II DNA Library Prep Kit for Illumina (E7645L, NEB) according to manufacturer instructions. Briefly, after end-repair/A-tailing, ligation, U-excision and post-ligation cleanup with 1.3 × AMPure XP beads (A63881, Beckman), the first round of PCR was performed with KAPA HiFi HotStart Ready Mix (KM2602, KAPA biosystems), universal primer (E6861AA, NEB) and index primer (NEBNext multiplex Oligos kit) with PCR program of 98 °C for 45 s, followed by 98 °C for 15 s and 60 °C for 10 s for 8 cycles, and 72 °C for 1 min. PCR products were purified with 1.3 × AMPure XP beads, and the purified products were subjected for the second round of PCR which was performed using KAPA HiFi HotStart Ready Mix with the same PCR program. The final libraries were purified by 1.3 × AMPure XP beads and used for sequencing in a Nextseq500 system as paired-end 35 bp reads.

After sequencing, raw reads were trimmed with Trim_Galore (v0.4.0) to remove residual adapter sequences and low quality leading and trailing bases (q < 20) with a stringency set to 1. Both paired and unpaired reads were retained if read length after trimming was at least 10 bases. Trimmed reads were aligned to the ARS-UCD1.2 assembly with BWA mem (v0.7.17-r1188) with default settings. Duplicate alignments were removed with PicardTools (v2.8.1). Low quality alignments (q < 5) were removed using SAMtools (v1.7). Genome-wide signal was normalized by reads per kilobase million (RPKM) in 50 bp windows with the DeepTools bamCoverage function (v3.2.0). Normalized signal was then visualized on the UCSC genome browser (smoothingWindow 4; windowingFunction mean; viewLimits 0:10). Peaks were called with epic2 (v0.0.41) with an effective genome fraction set to 0.7, bin size set to 200 bp, and E-value to control genome-wide error rate set to 500. 

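The H3K4me3 peaks had a median width of 2200 bp in replicate 1 and 2400 bp in replicate 2, with a middle range from 1200 to 3400 bp and from 1400 to 3800 bp. The H3K27me3 peaks had a median width of 6600 bp and 7800 bp, with a middle range from 4200 to 11600 bp and from 4800 to 14800 bp. The difference between the marks was larger than that between replicates of either mark. More gaps were allowed in calling H3K27me3 peaks, which by itself widens them, so part of this difference may come from that setting. Peaks of 20 kb or more made up 0.0614% and 0.0667% of the H3K4me3 lists and 11.8% and 17.7% of the H3K27me3 lists. The widest peak was 46.8 kb and 37.0 kb for H3K4me3, and 274 kb and 465 kb for H3K27me3. All peaks filled whole windows of 200 bp, and neighbouring peaks of a list were at least 400 bp apart for H3K4me3 and 1200 bp apart for H3K27me3. These spacings follow from the gaps allowed in calling.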

The maximum number of allowed gaps between enriched windows was altered between H3K4me3 (maximum gaps set to 1) and H3K27me3 (maximum gaps set to 5), as H3K4me3 is considered a narrow mark and H3K27me3 is considered broad. 

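Of the 26048 H3K4me3 peaks of replicate 1, 21636 overlapped a peak of replicate 2, a share of 83.1% (95% Wilson interval 82.6% to 83.5%), and of the 23986 of replicate 2, 21511 overlapped one of replicate 1, or 89.7% (89.3% to 90.1%). For H3K27me3 the shares were 91.0% (90.6% to 91.4%) of the replicate 1 peaks and 83.3% (82.8% to 83.8%) of the replicate 2 peaks. The intervals cover counting error only. With the replicate 2 peaks shifted along each chromosome 100 times at random, 6.17% of the H3K4me3 peaks of replicate 1 overlapped one on average, and 36.3% of the wider H3K27me3 peaks, with a highest share of 7.44% and 42.1%. Chromosome X held 30.0% of the H3K27me3 peaks of replicate 1, and those of replicate 2 covered 72.4% of it. It therefore raised the shifted H3K27me3 share, apart from peak width. Overlap rose with the score of the peak. With each list split by score into 4 groups of equal size, in the group of lowest scores 43.3% and 62.9% of the H3K4me3 peaks and 76.9% and 57.3% of the H3K27me3 peaks of replicates 1 and 2 were shared. In the group of highest scores at least 99.98% were shared in each list. Over both lists of a mark together, 86.2% of H3K4me3 and 87.4% of H3K27me3 peaks were shared. The setting that moved H3K4me3 most was the limit of both lists to peaks at or above their median score, with 95.4%. For H3K27me3 it was an overlap of at least 50% of the peak, with 81.4%.

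**Figure D4:**
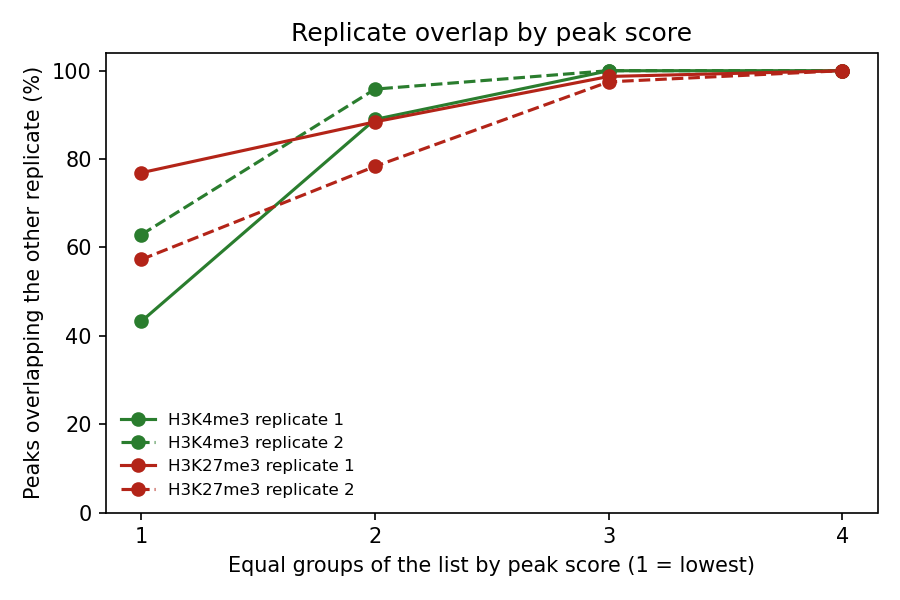
Share of peaks that overlap a peak of the other replicate (percent, vertical axis) in each of 4 equal groups of a list by score, from the lowest to the highest, with solid lines for replicate 1 and dashed lines for replicate 2. In the lowest group the shares run from 43.3% to 76.9%, and they rise toward the highest group in all 4 lists.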

Peak sets from replicates were compared with Bedtools intersect (v2.26.0), and peaks that overlapped by at least 1 bp were considered shared. The fraction of reads in peaks (FRiP) score was calculated with the DeepTools (v3.2.0) function plotEnrichment. Genes were considered “marked” by a histone modification if a peak fell within the promoter (2 kb region upstream of a transcription start site). Overlap of peaks with genes was determined by Bedtools intersect (v2.26.0), requiring at least 1 bp of overlap between the genic region and a peak. The genome annotation that was used was Ensembl v99. Only protein-coding genes were considered. Gene sets (Ensembl IDs) were submitted to DAVID (v6.8) for functional enrichment analysis.

For ChIP-Seq data analysis, raw reads were trimmed with Trim_Galore (v0.4.0) to remove residual adapter sequences and low quality leading and trailing bases (q < 20) with a stringency set to 1. Both paired and unpaired reads were retained if read length after trimming was at least 10 bases. Trimmed reads were aligned to the ARS-UCD1.2 assembly with BWA mem (v0.7.17-r1188) with default settings. Duplicate alignments were removed with PicardTools (v2.8.1). Low quality alignments (q < 5) were removed using SAMtools (v1.7). Genome-wide signal was normalized by reads per kilobase million (RPKM) in 50 bp windows with the DeepTools bamCoverage function (v3.2.0). Normalized signal was then visualized on the UCSC genome browser (smoothingWindow 4; windowingFunction mean; viewLimits 0:10).

## Supplementary Information

Supplementary Information.

## Data Availability

The CUT&RUN data that support the findings of this study are openly available at NCBI GEO repository with accession number GSE157053.

How the deposited data were processed for this re-analysis (not part of the article)

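The data were 4 CUT&RUN peak lists of NBFR-bESCs, with 2 libraries each for H3K4me3 and H3K27me3 and 50000 cells per library. Mark and replicate number were taken from the sample labels and the paper. The authors trimmed the reads, aligned them to ARS-UCD1.2 with BWA, removed duplicates and alignments of low quality, and called peaks in each library separately with epic2 in windows of 200 bp, with more gaps allowed for H3K27me3 than for H3K4me3. No control library and no pooling of replicates are stated. Each deposited list has 6 columns and no header. The column after the peak name is the authors' score for each peak, a whole number that is named neither in the paper's text nor in the list. It was used only to rank or filter peaks within a list. The number of reads per library was not known from the lists, so the depth behind a missing peak is unknown, and a missing peak is reported as not listed and not as absence of the mark.

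Peaks were treated as whole windows of 200 bp and positions are given counted from 1. Peaks of a mark were shared when they overlapped a peak of the other replicate by at least 1 bp, and the shared peaks of both replicates were merged into regions. Overlaps were set beside 100 random circular shifts of one list along each chromosome. Chromosome length was taken up to the last peak in any of the 4 lists. Coverage of chromosome X was compared with the 29 autosomes without a p-value, since there is a single such chromosome. The 2 values per mark are given instead of a mean and SD. Intervals on shares are 95% Wilson intervals and cover counting error only. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap steps were tested on 6000 simulated peaks, where 70.0% planted replicate overlap was recovered as 70.0% and 30.0% planted overlap of the marks as 30.0%. The planted peaks were copies of the same peaks, at most slightly moved, and all simulated peaks had the widths of H3K4me3 peaks. These tests therefore check the counting of overlaps and not the behaviour of broad H3K27me3 domains. For unrelated lists the overlap was 1.2%, against a mean of 1.4% over the circular shifts. Each count of overlapping peaks in these tests was the same from bedtools 2.31.1.

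The gene table at hand belongs to another assembly, ARS-UCD2.0, so none of its coordinates were used and no peak was assigned to a gene from it. The counts of marked protein-coding genes, the test for co-occurrence of the marks at promoters and the gene family enrichment, which had been planned, were therefore not run. The rule for named genes, set before the data were examined, took every gene the paper names for CUT&RUN or draws in Fig. 2, further lineage and pluripotency state genes, and the genes under the widest domains. It was followed for 14 of the genes drawn in Fig. 2, whose places were read by eye from the axes of the panels. Their classes rest on shared regions within 2 kb of the drawn gene, a rule chosen after the peak lists were seen. SALL4 and the other listed genes were not analysed here, and a gene of the panel is not reported here. The published CTFR-bESC data were not used here.

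Alternatives set before the data were examined were the peaks of either replicate, a peak of each replicate, each replicate left out, an overlap of at least 50% of the peak, only peaks at or above the median score of their list, only H3K27me3 peaks of at least 2000 bp, an overlap with the gene of at least 200 bp, and chromosomes 1 to 29 and X only. Added after the data were seen were peaks over the drawn gene itself and within 5 kb of it, the overlap of the marks by region with its alternatives, and the density of H3K4me3 peaks on chromosome 23 with its alternatives.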

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

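All tests of explanations in this part were chosen after the result was seen; the coverage of chromosome X and its alternatives were planned.

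The share of chromosome X under shared H3K27me3 peaks, 71.7%, is a signal in a part of the data the paper does not discuss. The highest autosome, chromosome 25, was at 23.8%, and the ratio of chromosome X to the median autosome was 9.68. Noise of one library is argued against by the ratio of 8.24 in the lower of the replicates. Extra copies of the chromosome, or a background over it shared by all libraries, as the whole cause are argued against by the H3K4me3 lists. Their low-score peaks, those below the median score per window of their list, were no denser on chromosome X than on the median autosome, at 0.857 and 0.921 of it in replicates 1 and 2. A small contribution stays open. High-score H3K4me3 peaks were sparser still on chromosome X, at 0.569 and 0.493 of the median autosome, so the ratio of low-score to high-score peaks was 1.30 and 1.67, above every autosome except chromosome 23, and fewer high-score peaks alone also raise this ratio. A background in the H3K27me3 libraries alone was not tested. With only peaks at or above the median score the ratio was 10.2. Wide peaks with a low score per window can pass this limit, so it does not test peaks near the caller's threshold. By score per window, high-score H3K27me3 peaks stood at 20.9 and 16.7 per Mb on chromosome X in replicates 1 and 2. The highest autosome, chromosome 25, had 9.38 and 8.32. This argues against peaks near the threshold as the whole cause. Weak H3K27me3 peaks were raised on chromosome X, however. The ratio of low-score to high-score H3K27me3 peaks was 1.52 and 1.21 in replicates 1 and 2, against autosomal medians of 0.840 and 0.967. A contribution of weak peaks to the covered share therefore stays open. Of the 28 stretches of 5 Mb along the chromosome, 24 were covered by shared peaks for more than 50% of their length. The other 4 were covered for 24.7% or less. These were 20.0 to 25.0 Mb (4.28%), 25.0 to 30.0 Mb (16.3%), 105.0 to 110.0 Mb (24.7%) and 135.0 to 139.0 Mb (6.65%). In replicate 1 alone, the stretches from 40.0 to 45.0 Mb (37.1%) and 65.0 to 70.0 Mb (42.2%) were also below 50%. The stretch from 25.0 to 30.0 Mb holds SLITRK4 as drawn in Fig. 2b. H3K27me3 on an inactive X chromosome is a further hypothesis, since the sample labels give a female embryo. No male library was analysed here, so it was not tested.

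Of the H3K4me3 regions of chromosome X, 84.0% overlapped H3K27me3, against 25.0% on autosomes, which the paper does not discuss. After circular shifts of the H3K27me3 regions along chromosome X the share was 76.0% on average and ranged from 66.6% to 85.0%, so the observed value lay within what coverage of the chromosome alone gives. On the autosomes the shifts gave 9.36% to 13.2%, below the observed share. Overlap of the marks on chromosome X may thus come from H3K27me3 lying over most of the chromosome, and the lists cannot show whether both marks sat on the same copy. CSNB1 lies on this chromosome.

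H3K4me3 peaks stood at 47.3 per Mb on chromosome 23 in replicate 1 and 41.3 per Mb in replicate 2, while the next autosome, chromosome 19, had 20.6 and 19.0. The paper does not discuss this. Noise of one library is argued against by a ratio to the median autosome of 5.15 in the lower of the replicates. A gene-rich chromosome would be expected to carry more strong peaks in the same proportion. The ratio of peaks below to peaks at or above the list's median score per window was 4.42 in the lower of the libraries. No other autosome exceeded 1.13. This argues against gene richness as the whole cause. High-score peaks were themselves denser on chromosome 23, at 1.82 and 1.83 times the median of the other autosomes in replicates 1 and 2. Gene richness as a part of the excess therefore stays open. Weak peaks at scattered places over a raised background stay open. Of the low-score peaks of replicate 1 on chromosome 23, 46.1% recurred in replicate 2, fewer than the 69.5% on the other autosomes but more than the 12.6% to 28.9% after circular shifts. Weak H3K27me3 peaks were raised on chromosome 23 as well, with a ratio of low-score to high-score peaks of 1.80 and 2.06 in replicates 1 and 2, against at most 1.18 and 1.56 on the other autosomes. The density of all H3K27me3 peaks there, 17.1 and 15.2 per Mb, was close to that of chromosome 25, at 17.1 and 15.4 per Mb. This recurrence of the H3K4me3 peaks had first been set as the test of noise of one library with a limit of 50%, under which that explanation would have been kept; comparing the ratios of both libraries replaced it after the value was seen. Extra copies of chromosome 23 cannot be told apart from the other explanations. The mode of the score per window of strong peaks was 1.06 times the median autosome in the higher of the libraries, but what the score counts is not stated, and copies in a part of the cells would raise it less. The paper reports a normal chromosome number for its NBFR-bESC lines, which argues against an extra whole chromosome in most cells, while a gain in few cells or of part of the chromosome was not tested.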

How the results depend on the processing

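No paired analysis was possible because the results are overlaps of peak lists and come from no fit that takes a block. The alternatives for the overlap of the marks and for chromosome 23, and the distances of 0 and 5 kb from the drawn gene, were chosen after seeing the data. The rule of 2 kb around the drawn gene was too.

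Of the H3K4me3 peaks of both lists, 86.2% were shared, and 95.4% when both lists were limited to peaks at or above their median score. Against the full list of the other replicate, at least 99.98% were shared in each score group above the median. Of the H3K27me3 peaks 87.4% were shared, and 81.4% when at least 50% of the peak had to overlap. The other alternative of each moved it by less than the SD between the shares of the replicates. A replicate cannot be left out of this comparison.

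The share of H3K4me3 regions over H3K27me3, 29.6%, was 31.3% with the peaks of either replicate and from 29.3% to 29.5% with a replicate left out. It was 29.1% with 50% overlap, 27.7% with H3K27me3 peaks of at least 2000 bp, 27.1% on chromosomes 1 to 29 and X, 25.0% on autosomes and 16.9% with only peaks at or above the median score. The cause of the last change was not tested.

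The ratio of H3K27me3 coverage of chromosome X to the median autosome, 9.68, was from 8.24 to 9.83 with a replicate left out, and between 9.19 and 10.2 under the other alternatives. The density of H3K4me3 regions on chromosome 23, 3.14 times the median of the other autosomes for shared peaks, was 6.59 times with the peaks of either replicate, from 5.15 to 5.53 times with a replicate left out and 1.87 times with only peaks at or above the median score. The cause was not tested.

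Among 14 genes of Fig. 2, 4 carried H3K4me3 only and 1 neither mark, and these counts stayed within 1.5 times under all 11 alternatives. Both marks were carried by 8, and by 5 with only peaks at or above the median score; under the other alternatives the count was 8 or 9. The number with H3K27me3 only, 1, was 0 with the peaks of either replicate, from 0 to 1 with a replicate left out, and 3 with only peaks at or above the median score. FOXA2 is the gene that replicate 1 moves to both marks, through a single H3K4me3 peak not listed in replicate 2. That peak lies 1 kb outside the drawn gene, so the call hinges on the edge as read by eye. At the higher score limit CSNB1 and HOXA9 joined the genes with H3K27me3 only and SOX2 those with H3K4me3 only.

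Not run, for want of gene positions on the assembly of the lists, were the counts of marked genes, the co-occurrence of the marks at promoters and the gene family enrichment, with all their alternatives. The alternative promoter definitions were not run either. The number of reads per library is unknown, so how far depth limits the weak peaks of either mark was not tested.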

Differences from the paper's values

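The paper's counts of marked genes were not recomputed here, so no value of the paper stands beside one from the lists. The classes below rest on shared peaks within 2 kb of the gene as drawn in Fig. 2, read by eye, and not on the promoter definition of the paper.

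The paper names SLITRK4 as a gene with H3K27me3. No peak of either mark was listed within 2 kb of the drawn gene in either library. The nearest H3K27me3 peak lay 125 kb from it in replicate 1 and 7 kb in replicate 2. The nearest H3K4me3 peak lay 595 kb away in both. The 11 alternatives are no test of this result, since the widest of them reached only 5 kb from the drawn gene.

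The paper states bivalent domains at FOXA2. H3K27me3 was listed in both libraries, but H3K4me3 in replicate 1 alone, with a score of 49 and 1 kb outside the gene as drawn. That place does not speak against the paper, whose promoter region reaches 2 kb upstream. Whether the peak lies upstream of FOXA2 was not determined here. FOXA2 was bivalent with the peaks of either replicate and without replicate 2, and carried H3K27me3 only under the other alternatives.

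CSNB1 is shown in Fig. 2b among the genes with H3K27me3, apart from the bivalent ones. H3K4me3 peaks were listed over it as well, 4 in replicate 1 and 3 in replicate 2. With only peaks at or above the median score, an alternative set before the data were examined, it carried H3K27me3 alone.

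The paper names H3K4me3 at SOX2 and H3K27me3 at HOXA9 without naming the other mark there. Within 2 kb both genes also had peaks of the other mark in both libraries, all with scores below the median of their list. With only peaks at or above the median, each carried the named mark alone.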

Other observations

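The widest shared H3K27me3 domains lay on chromosome 5 from 25861801 to 26326800 (465 kb), on chromosome 7 from 11935801 to 12381000 (445 kb), on chromosome 5 from 27180401 to 27623400 (443 kb), on chromosome X from 125806001 to 126203200 (397 kb) and on chromosome 7 from 50957201 to 51348400 (391 kb) of ARS-UCD1.2. Of the 5 widest shared H3K4me3 domains, 4 lay on chromosome 23, the widest from 41671001 to 41719400 (48.4 kb). The genes under them were not analysed here.

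The 99th percentile of the H3K4me3 score per window was higher on chromosome 23 than on any other autosome in both libraries, at 47.1 and 45.6 against autosomal medians of 42.8 and 40.1. On chromosome X it was below that of every autosome, at 34.7 and 32.4.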
